# Comprehensive study of volatile compounds and transcriptome data providing genes for grape aroma

**DOI:** 10.1186/s12870-023-04191-1

**Published:** 2023-03-31

**Authors:** Yongzhou Li, Liangliang He, Yinhua Song, Peng Zhang, Doudou Chen, Liping Guan, Sanjun Liu

**Keywords:** Aroma, Grapes, SPME-GC-MS, Transcriptome, Volatile compounds

## Abstract

**Background:**

Fruit aroma is an important quality with respect to consumer preference, but the most important aroma compounds and their genetic regulatory mechanisms remain elusive.

**Results:**

In this study, we qualitatively analysed volatile compounds in the pulp and skin of five table grape cultivars with three aroma types (muscat, strawberry, and neutral) using solid-phase microextraction gas chromatography/mass spectrometry. We identified 215 aroma compounds, including 88 esters, 64 terpenes, and 29 alcohols, and found significant differences in the number of compounds between the pulp and skin, especially for terpenes. Skin transcriptome data for the five grape cultivars were generated and subjected to aroma compound-gene correlation analysis. The combined transcriptomic analysis and terpene profiling data revealed 20 candidate genes, which were assessed in terms of their involvement in aroma biosynthetic regulation, including 1 *VvCYP* (VIT_08s0007g07730), 2 *VvCCR* (VIT_13s0067g00620, VIT_13s0047g00940), 3 *VvADH* (VIT_00s0615g00010, VIT_00s0615g00030, VIT_ 00s0615g00020), and 1 *VvSDR* (VIT_08s0040g01200) in the phenylpropanoids synthesis pathway, and 1 *VvDXS* (VIT_05s0020g02130) and 6 *VvTPS* (VIT_13s0067g00370, Vitis_vinifera_newGene_3216, VIT_13s0067g00380, VIT_13s0084g00010, VIT_00s0271g00010, and VIT_13s0067g00050) in the methylerythritol phosphate pathway (involved in the production and accumulation of aromatic compounds). Additionally, 2 *VvMYB (VIT_17s0000g07950, VIT_03s0063g02620)* and 1 *VvGATA* (VIT_15s0024g00980) transcription factor played important regulatory roles in the accumulation of key biosynthetic precursors of these compounds in grapes. Our results indicated that downstream genes, specifically 1 *VvBGLU* (VIT_03s0063g02490) and 2 *VvUGT* (VIT_17s0000g07070, VIT_17s0000g07060) are involved in regulating the formation and volatilization of bound compounds in grapes.

**Conclusions:**

The results of this study shed light on the volatile compounds and “anchor points” of synthetic pathways in the pulp and skin of muscat and strawberry grapes, and provide new insight into the regulation of different aromas in grapes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04191-1.

## Background

Aroma is one of the most important indicators of fruit quality. Aroma involves both taste and smell. Aroma is influenced by a variety of factors that are important for breeding [1]. Volatile compounds play a vital role in fruit aroma; they are responsible for the primary aroma of alcohols, esters, aldehydes, terpenes, etc. However, only a few of these substances play a decisive role in fruit flavour and aroma [1, 2].

Pathways for the synthesis of aromatic substances in plant fruits include fatty acid metabolism, amino acid metabolism, terpene metabolism, and monosaccharide and glycoside metabolism. The aromatic substances in fruit are mainly derived from saturated and unsaturated fatty acids, which are metabolized by the aerobic pathway of fatty acid metabolism (including lipoxygenase and β-oxidation pathways) to form straight-chain fatty alcohols, aldehydes, ketones, acids, and esters [3]. Amino acids such as valine, leucine, isoleucine, alanine and cysteine are direct precursors of aromatic substances in fruit, and their metabolism produces large amounts of alcohols, aldehydes, esters, and carbonyls [3]. There are two types of amino acids. The first type, aliphatic amino acids, are converted into branched-chain aliphatic alcohols, aldehydes, ketones, and esters in the plant. The second type, aromatic amino acids, are the main source of volatile phenols, ethers, and certain aromatic ring-containing compounds. The first step in terpene synthesis is the synthesis of isopentenyl pyrophosphate and its isomer dimethyl allyl pyrophosphate. There are two main pathways for the synthesis of isopentane pyrophosphate: the mevalonate pathway and 2 C-methyl-D-erythritol-4-phosphate pathway (MEP) pathway [4]. In addition, the monosaccharides in fruit are used not only as flavouring substances, but also as precursors for aroma substances [5–7].

Horticultural research has shown that fruit flavour varies greatly depending on the species of fruit tree. Generally, the aromatic composition of fruit is “purer” than that of other foodstuffs, and most have a natural (light or strong) aromatic smell [8, 9]. More than 300 aromatic components have been detected in kiwifruit, and the flavour intensity of the three main volatile components, ethyl butyrate, €-2-hexenal, and hexanal, has been evaluated; notably, hexanal a€(E)-2-hexenal have a prominent effect on the flavour quality of kiwifruit [10]. More than 120 aromatic substances have been detected in pear fruit, most of which are esters (propyl acetate, ethyl acetate, etc.), aldehydes (hexanal, nonanal, etc.), alcohols (ethanol, propanol, etc.), alkanes (hexadecane, etc.), and olefins (alpha-farnes, etc.). More than 100 aromatic compounds have been identified in peach fruit, and C6 aldehydes and alcohols with a greenish aroma are the main aromatic compounds of both peach and nectarine. Aroma analysis of ‘Okubo’ peach fruit revealed that esters such as hexyl acetate and (Z)-3-hexenyl acetate are key aroma enhancers affecting peach flavour quality; they have the highest percentages of ester volatiles [11]. Many studies have shown that γ-decalactone and δ-decalactone are the most important lactones in peach fruit and play an important role in the unique aroma of peach fruit. Apples contain over 300 volatile compounds and have high levels of esters. The volatile compounds vary considerably among cultivars, and the characteristic aroma of Fuji apples is mainly derived from ethyl butyrate, ethyl acetate and hexyl acetate. The odour of ‘Elstar’ apples is mainly attributed to ethyl butyrate and ethyl butyrate, while that of ‘Cox Orange’ apples is attributed to ethyl butyrate, acetaldehyde, 2-methylbutanol, and methyl propionate [12]. Apricots contain > 200 volatile compounds, of which the 6 most important are hexanal, (E)-2-hexenal, linalool, 1-hexanol, ethyl caprylate, and hexyl acetate); previous studies have shown that these compounds are responsible for apricot flavour [13].

Grape (*Vitis vinifera* L.) is one of the most widely cultivated and economically important fruit crops. Because a rich aroma is essential for table and wine grape quality, numerous studies have focused on aroma characteristics. At present, more than 2,000 volatile components have been identified in grapes [14]. Esters, alcohols, aldehydes, ketones, and volatile terpenes are among the key components of grape aroma and can be classified based on their characteristics and taste. Table grape aromas can be divided into non-, strawberry-, muscat-, and fox aromas. For ‘neutral’ grapes, the terpene and ester amounts are low and mainly comprise aldehydes and alcohols, such as hexanal and 2-hexenal, which give rise to less intense aromas. Strawberry-scented grapes are mainly American varieties and their hybrids; their characteristic compounds are mainly esters, i.e., ethyl acetate, ethyl butyrate, ethyl 2-butenoate, and ethyl 2-hexenoate [15]. In addition to esters, 4-hydroxy-2,5-dimethyl-3(2 H) furanone is also an important volatile substance for strawberry aroma [16]. The main volatile compounds of muscat-scented grapes are sesquiterpenes and monoterpenes, which are low molecular weight compounds. In particular, monoterpenes are abundant in muscat-scented cultivars [17]. Ethyl benzoate is the characteristic aroma substance of the fox aroma type, which is characterized by fruity, sweet, and creamy aromas [8, 18]. Canosa [19] et al. experimented with five red grape cultivars and found that the most abundant aromatic substances were free C_6_ compounds and alcohols. Rocha [20] et al. studied four white grape cultivars and found that terpenes, C13-nor isoprene derivatives, and alcohols were the only abundant compounds.

With the rapid development of analytical techniques, such as solid-phase microextraction gas chromatography/mass spectrometry (SPME-GC-MS), our understanding of volatile compounds has increased dramatically. These volatiles, acting as free or bound chemicals, contribute to fruit aroma. However, only volatiles with odour activity values (OAVs; OAV = volatile contents/order threshold) > 1 are considered to contribute to the characteristic aroma. The aroma of grapes is complex, of which it is mainly known for its muscat and strawberry. The aroma of muscat grapes has been extensively studied; however, little attention has been paid to strawberry aroma or differences in aroma substances between strawberry- and muscat-scented grapes. Compared with other fruits, the genetic mechanisms underlying the biosynthesis and metabolism of grape berries have only just begun to be elucidated. The compounds underlying the different aromas of grape cultivars have yet to be fully resolved, and the regulatory genes also remain to be elucidated. To fully evaluate the aroma characteristics of strawberry and muscat aromas, the volatile compounds and regulatory genes must be analysed in more detail.

In this study, we evaluated volatile compounds in the pulp and skin of five table grapes with two aroma types, muscat aroma (‘Shine Muscat’, ‘Midnight Beauty’, and ‘Centennial Seedless’) and strawberry aroma (‘Summer Black’), as well as a neutral grape (‘Victoria’), using SPME-GC-MS. The unscented ‘Victoria’ was used as a control to investigate the specific composition of each aroma type. The skins of the grapes with different aromas were subjected to transcriptome sequencing. Association analysis of volatile compounds with differentially expressed genes (DEGs) revealed by transcriptome sequencing was used to identify candidate genes after controlling for the different aromas of the grapes. The results from this provide insight into the main substances in muscat and strawberry grapes and lay a foundation for further investigations of the genetic mechanisms of grape aroma.

## Results

### Basic physicochemical parameters of the berry

Basic parameters of the grapes, including the TSSs (A), TA (B), berry weight (C), and skin CIRG (D) were measured (Fig. 1). The measurements revealed significant differences in the dynamics of grape fruit ripening among grape cultivars. TSSs and berry weight exhibited an increasing trend over the course of ripening, i.e., from − 2 wrs to 0 wrs to 2 wrs, whereas TA displayed a decreasing trend during berry development. The skin colour index was also correlated with the ripeness of grapes. Moreover, YP, WP, and VP all showed a lime-green colour; however, YP and WP both had a muscat aroma, whereas VP did not have any aroma. MP and XP both showed a dark red colour, but with a muscat and strawberry aroma, respectively. By calculating and observing the colour index of the skin, we found that the aroma of the grapes was not directly related to the skin colour. According to the OIV resolution VITI 1/2008, table grapes are considered ripe with a TSS ≥ 16 °Brix. Overall, these results indicated that all of the grape berries reached maturity at the appropriate time and their aroma types were typical.

**Fig. 1:**
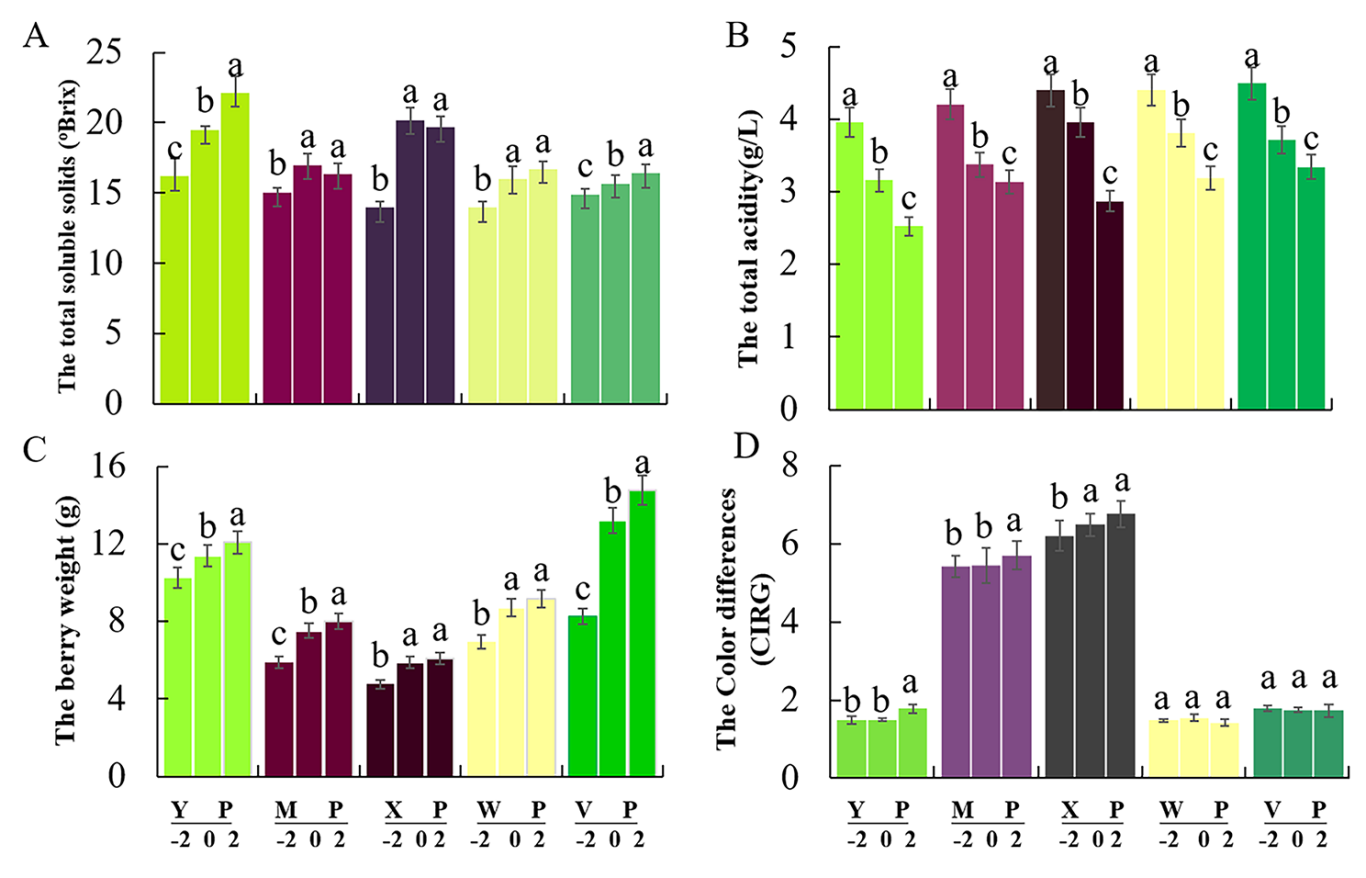
Physicochemical changes during five grape cultivars development. **(A)** The total soluble solids(°BRIX); **(B)** The total acidity (g/L); **(C)** The berry fresh weight (g); **(D)** The skin color index of red grape during three berry developmental stages from − 2 to 2 weeks ripen-stage (wrs) were analyzed. XP stands for ‘Summer Black’, YP stands for ‘Shine Muscat’, MP stands for ‘Midnight Beauty, WP stands for ‘Centennial Seedless’ and VP stands for ‘Victoria’. Mean ± standard error (n = 5). Different letters indicate significant differences (Duncan’s multiple range test, P ≤ 0.05)

### Quantification of volatile compounds

The volatile aroma components in the five cultivars of cultivated grapes with different aromas were analysed by SPME-GC-MS, and ion flow diagrams of the volatile aroma components in the skins and pulps of the grapes were obtained (Figure S1 and S2). A total of 215 volatile compounds, including 112 in pulp and 151 in skin, were identified in these five grape cultivars. There were significant differences in the number of volatile compounds among the grape cultivars, and the same volatile compounds appeared to be present in both the skin and pulp (Figure S3). However, the number of volatile compounds in the skin was significantly higher than in the pulp (45–55 and 36–46 compounds, respectively, for each cultivar). Among these compounds, esters and terpenes were present in the greatest numbers, indicating major contributions to aroma. The number of volatile compounds in the skin and pulp of the strawberry aroma cultivar (‘Summer Black’) was higher than in other cultivar aroma types (Fig. 2).

**Fig. 2:**
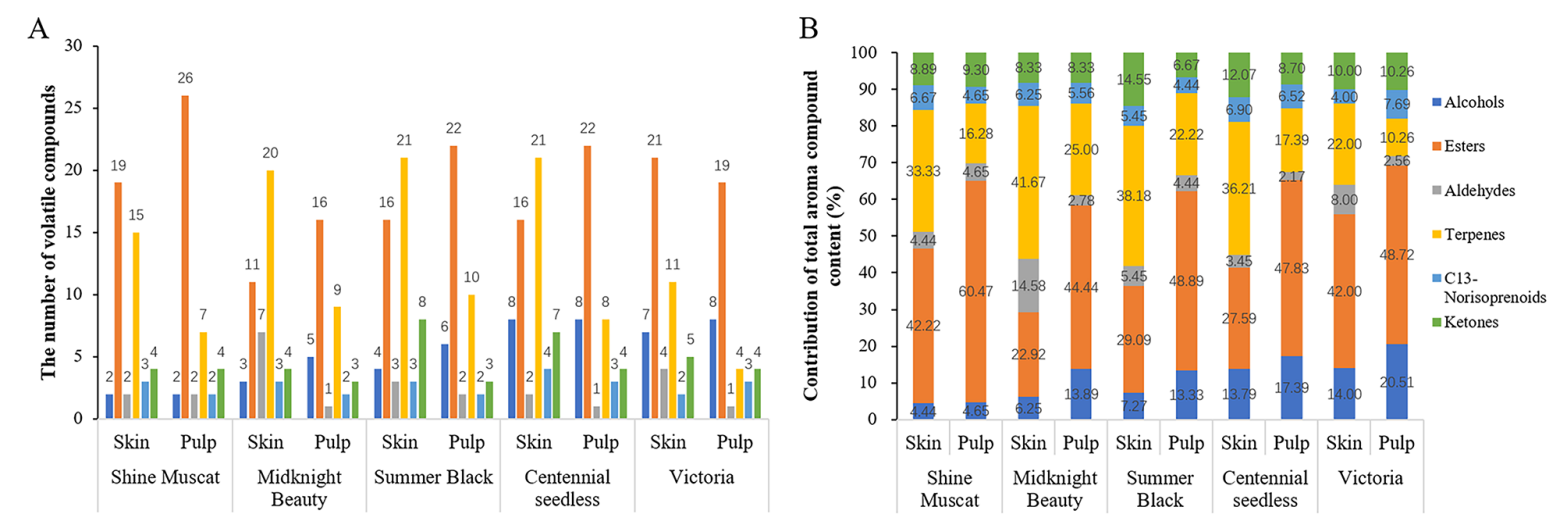
Composition and quantitative statistics of volatile compounds in skin and pulp of five grape cultivars. **(A)** Types and amounts of volatile compounds in the skins and pulp of the five grape cultivars. **(B)** Contribution ratio of total aromatic substance content in skins and pulp

The total volatile compound contents exhibited significant differences between the skin and pulp in the five grape cultivars (Supplementary tables S1 and S2). The different volatile compound contents did not show a uniform increasing or decreasing trend over the three periods (− 2, 0, and 2 wrs), unlike the total contents of each class of volatiles in skin. In the skin of ‘Shine Muscat’, the ester and aldehyde contents decreased from − 2 wrs to 2 wrs, whereas the terpene content increased. In the skin of ‘Midnight Beauty’, the aldehydes and terpene contents were highest at the ripening stage. In the skin of ‘Summer Black’, which has a strawberry aroma, the alcohol and ester contents decreased, and aldehyde and ketone amounts were highest at the ripening stage. In the skins of the unscented grape ‘Victoria’, the alcohol, aldehyde, terpene, and C13-norisoprenoid contents did not vary significantly among the three periods.

In the pulp of ‘Shine Muscat’, the alcohol, terpene, and ketone contents were highest in the ripening stage, and the ester content increased from − 2 wrs to 2 wrs. In the pulp of ‘Midnight Beauty’, there was no significant change in the content of volatile compounds. The pulp of ‘Summer Black’ showed higher contents of aldehydes, terpenes, and ketones in the ripening stage, and the ester content increased from − 2 wrs to 2 wrs. In the flesh of ‘Victoria’, the alcohol and aldehyde contents decreased from − 2 wrs to 2 wrs; the ester and terpene contents were highest at maturity, and the content of the remaining substances did not change significantly.

The volatile compound contents in the skin were significantly higher than those in pulp (specifically, 98.19–764.04 µg.kg^− 1^ in the skin and a maximum of 67.54 µg.kg^− 1^ in the pulp). Among these compounds, terpenes and aldehydes were dominant in the skin of strawberry and muscat cultivars, whereas ester and aldehydes were the main volatiles in the skin of the neutral cultivar. Notably, terpenes and esters were the dominant compounds in the pulp of strawberry and muscat cultivars. The differences in composition and content of volatile compounds between the skin and pulp suggest that the aroma may be synthesized and metabolized in different ways in these compartments.

### Identification of volatile compounds

For the analysis of grapes with different aromas, the OAV is commonly used to determine the contribution of grape fruit aroma substances to the aroma characteristics of grapes. It is generally accepted that aromatic substances with an OAV > 1 contribute to the overall aroma of the grape, and that the greater the OAV, the higher the overall contribution, as demonstrated in the Verdell grape, for example, a total of 87 free aromatic species and 24 aromatic substances with OAV > 1 were found in Verdell grapes, which play an important role in the aroma of the grapes [21]. In this experiment, a total of 65 free aroma species were measured, and 29 and 14 aroma-active compounds (OAVs > 1) were detected in the skin and pulp of the five grape cultivars, respectively. Figures 3 and 4 show the cluster analysis results and associated heat map, respectively.

**Fig. 3:**
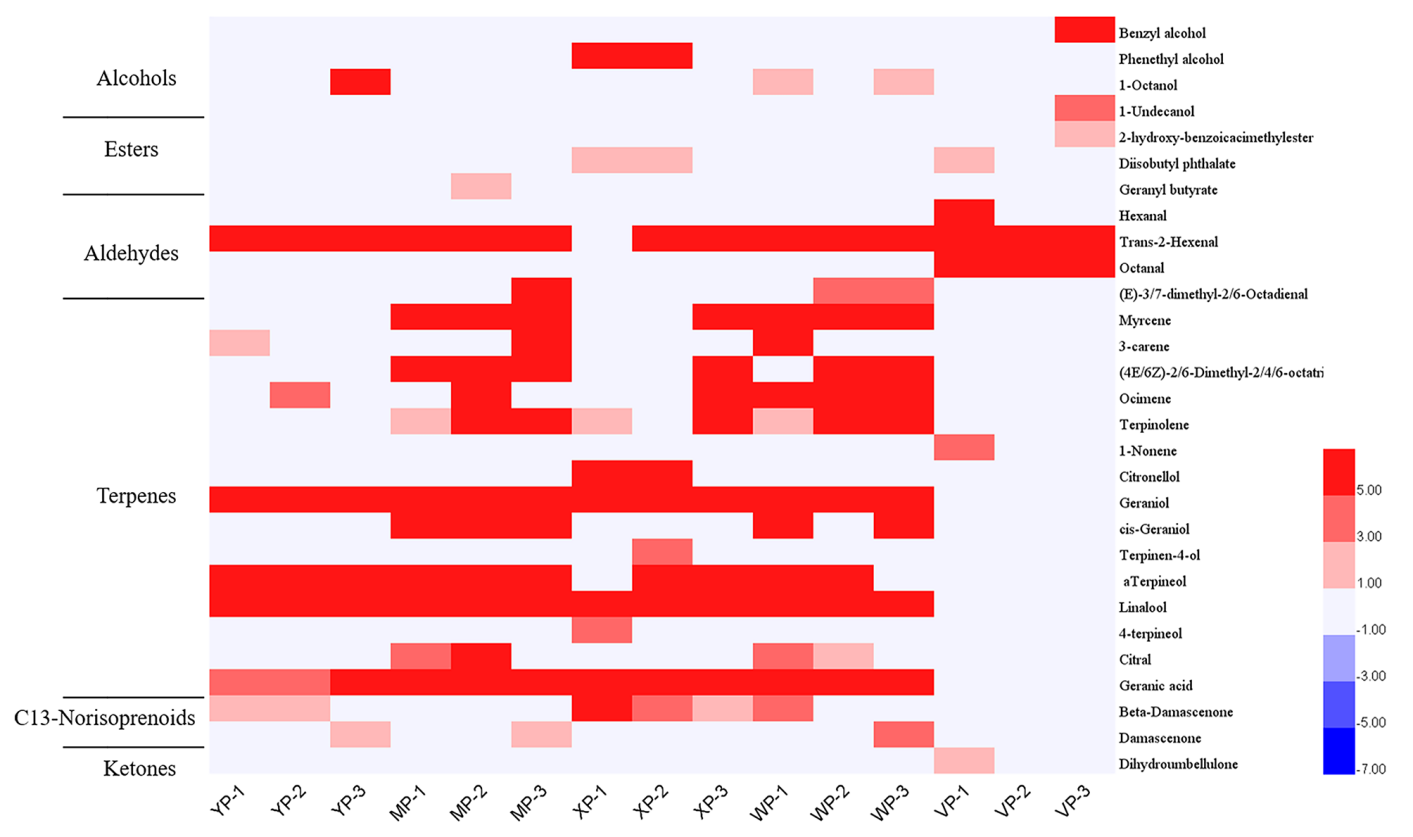
Comparative analysis of heat maps of aroma compounds in skins of five grape cultivars. YP stands for ‘Shine Muscat’, MP stands for ‘Midnight Beauty, XP stands for ‘Summer Black’, WP stands for ‘Centennial Seedless’ and VP stands for ‘Victoria’. 1,2 and 3 indicate − 2wrs, 0wrs and 2wrs respectively

**Fig. 4:**
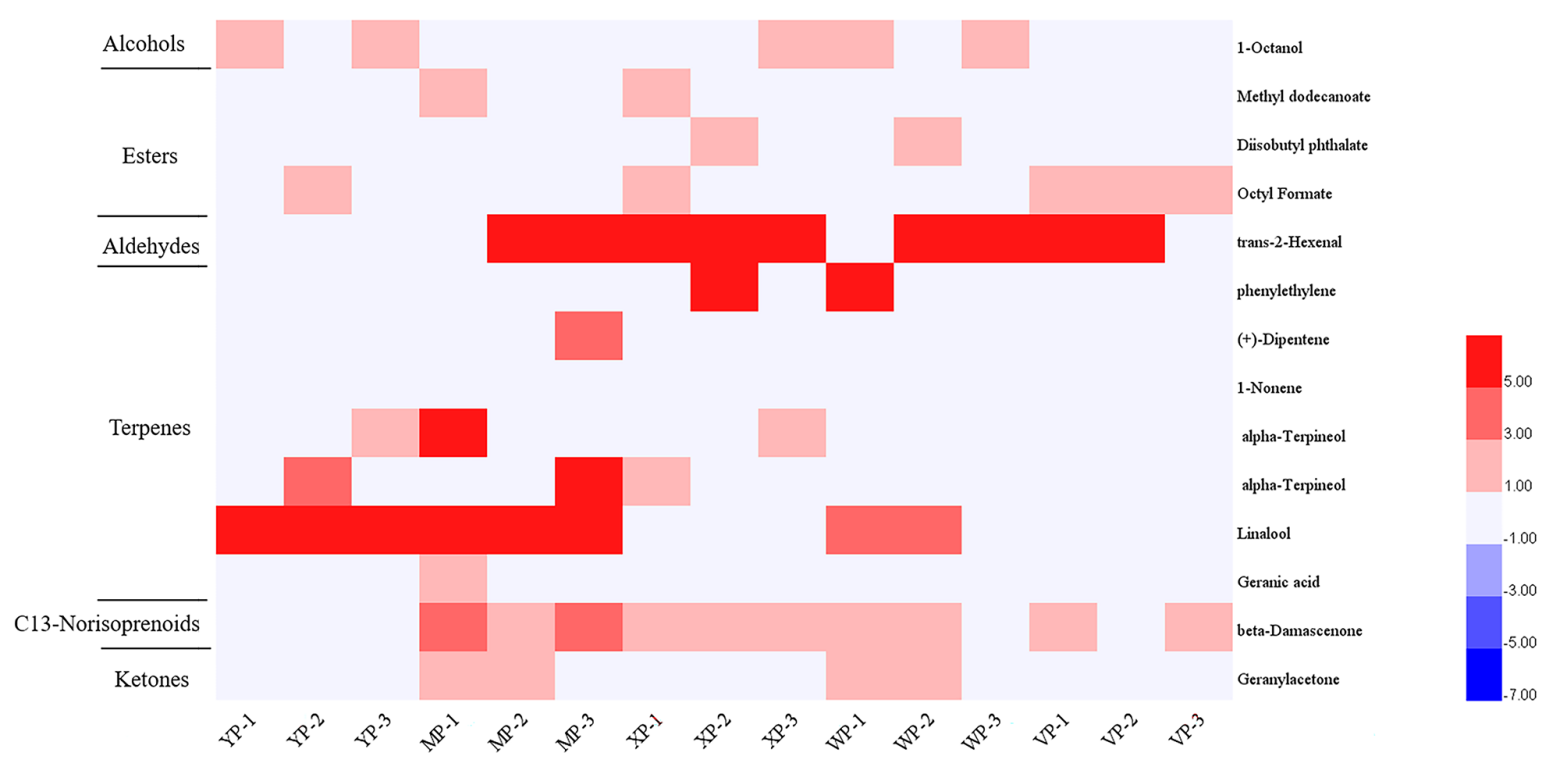
Comparative analysis of heat maps of aroma compounds in pulps of five grape cultivars. YP stands for ‘Shine Muscat’, MP stands for ‘Midnight Beauty, XP stands for ‘Summer Black’, WP stands for ‘Centennial Seedless’ and VP stands for ‘Victoria’. 1,2 and 3 indicate − 2wrs, 0wrs and 2wrs respectively

Terpenes, C13-norisoprenoids, and esters were the main contributors to aroma, and their OAVs were higher in the skins than pulp. Trans-2-hexenal was the active aldehyde, while geranic acid and geraniol were the active terpenoids that contributed to the grape flavour. Among the aldehydes, the OAV of trans-2-hexenal was significantly higher in the skins of grapes with aromas (Shine Muscat, Midnight Beauty, Summer Black, and Centennial Seedless) than in Victoria (neutral). In the pulp, however, there was no significant difference in the extracted compounds with and without aromas.

In the skins, terpenes (with the exception of 1-nonene) were detected only in aromatic grapes, in widely varying amounts; specifically, citronellol, 4-terpineol, and terpinen-4-ol were detected only in Summer Black, which has a strawberry aroma. 3-carene, cis-geraniol, and citral were only detected in the muscat-fragranced species. Hexanal and octanal in the aldehyde species, benzyl alcohol and 1-undecanol in the alcohols, and 2-hydroxy-benzoicacimethylester in the esters were detected in the neutral grapes. In addition, 1-octanol, geranyl butyrate, (E)-3,7-dimethyl-2,6-octadienal, and damascene were detected only in the muscat-scented cultivars.

In the pulp, very few threshold aroma components were detected. Terpenes and ketones were found only in the aromatic grapes. Dipentene, 1-nonene, linalool, geranic acid (among the terpenes), and geranyl acetone (among the ketones) were detected only in the muscat cultivars. Among the esters, with the exception of octyl formate, which was detected only in the aromatic grapes, the amount of octyl formate did not vary significantly between the different aromas; methyl dodecanoate and diisobutyl phthalate were detected only in the aromatic cultivars, and their OVA values were small. Beta-damascenone belonged to ‘C13-norisoprenoids’ and 1-Octanol belonged to the ‘alcohols’, but was detected in all five grape cultivars. Moreover, the differences were not significant, so it was not a major contributor to the differences in pulp aroma. Among these substances, some had an OVA value < 3 still contributed significantly to the aroma of the grape berries, due to their low threshold values. The alcohols and aldehydes presented with little odour due to their high thresholds; for example, trans-2-hexenal was the active aldehyde in Victoria, but had neutral. The differences in these components contributed to the fruity aroma of the cultivars.

### Multivariate analysis

There was no clear pattern in the volatile content of the various aroma types, and few volatiles contributed to the aroma of the fruit. PCA is a multivariate analysis technique used to downscale datasets to resolve the correlations between variables and samples [22, 23]. As the volatile substances were found in much higher quantities in the skin of the fruit than in the pulp in our experiment, the volatile substances in the skin were subjected to PCA analysis.

The results of the multivariate analysis of the five grape cultivars with different aromas are shown in Fig. 5. Hierarchical cluster analysis of the OVA values of the aroma compounds in the skins revealed that those in the strawberry and neutral types clustered separately. The Shine Muscat and Midnight Beauty muscat types clustered into one group, whereas the Centennial Seedless (muscat aroma) clustered with Summer Black (strawberry aroma). This suggests that the specific aromatic profile of Centennial Seedless remains to be confirmed, possibly because it is a hybrid variety, i.e., the aromatic compounds may have changed somewhat during the hybridization process.

**Fig. 5:**
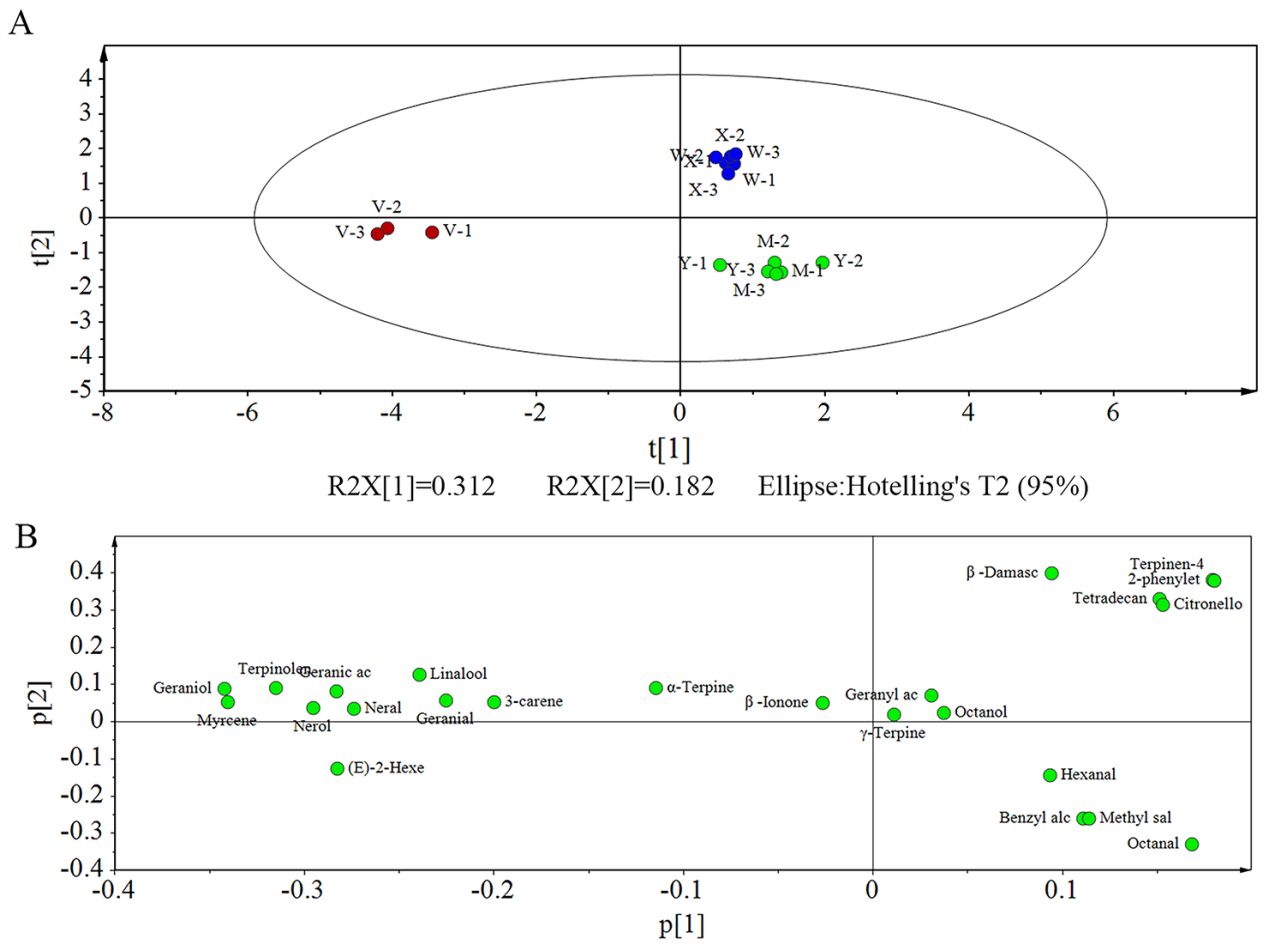
Principal component analysis of volatiles of sample map from skin **(A)** and variable correlation map from skin **(B)**. X stands for ‘Summer Black’, Y stands for ‘Shine Muscat’, M stands for ‘Midnight Beauty, W stands for ‘Centennial Seedless’ and V stands for ‘Victoria’. 1,2 and 3 indicate − 2wrs, 0wrs and 2wrs respectively

To identify the key compounds responsible for differences in aroma, OPLS-DA was conducted between pairs of the three cultivar aroma types, and showed that the samples could be classified effectively by the models (Fig. 6). Significantly different volatiles were selected based on the OVA values of the OPLS-DA model. Table 1 shows that for the various pairs of the three cultivar aroma types, i.e., muscat versus strawberry, muscat versus neutral, and strawberry versus neutral, there were 22, 29, and 22 significantly different volatiles in the skin, respectively. Thus, the volatile profiles of the aroma cultivars agreed with the results obtained from PCA (Fig. 5).

**Fig. 6:**
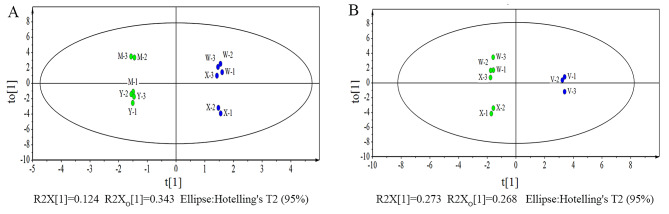
Orthogonal partial least squares-discriminant analysis (OPLS-DA) score plot obtained from the skins of the pairs of the three cultivar aroma types. **(A)** OPLS-DA score plot obtained from the skins of the pairs of the muscat and strawberry aroma types. **(B)** OPLS-DA score plot obtained from the skins of the summer black, centennial seedless and victoria. X stands for ‘Summer Black’, Y stands for ‘Shine Muscat’, M stands for ‘Midnight Beauty, W stands for ‘Centennial Seedless’ and V stands for ‘Victoria’. 1,2 and 3 indicate − 2wrs, 0wrs and 2wrs respectively

**Table 1:** The significantly different volatiles for the skin of the three aroma types

Muscat VS Strawberry aroma		Muscat VS Neutral		Strawberry VS Neutral	
Trans-2-Hexenal	**+**	Trans-2-Hexenal	+	Trans-2-Hexenal	+
Diisobutyl phthalate	-	Hexanal	-	Hexanal	-
Geraniol	**+**	Octanal	-	Octanal	-
Citronellol	-	1-Nonene	-	1-Nonene	-
Linalool	**+**	Diisobutyl phthalate	-	Diisobutyl phthalate	-
Geranic acid	**+**	Dihydroumbellulone	-	Dihydroumbellulone	-
Phenethyl alcohol	**-**	Benzyl alcohol	-	Benzyl alcohol	-
Beta-Damascenone	**-**	1-Undecanol	-	1-Undecanol	-
4-terpineol	-	2-hydroxy-benzoicacimethylester	-	2-hydroxy-benzoicacimethylester	-
Terpinolene	**+**	Geraniol	+	Geraniol	+
aTerpineol	-	Citronellol	+	Citronellol	+
Terpinen-4-ol	-	Linalool	+	Linalool	+
Myrcene	**+**	Geranic acid	+	Geranic acid	+
Ocimene	**+**	Phenethyl alcohol	+	Phenethyl alcohol	+
(4E,6Z)-2,6-Dimethyl-2,4,6-oct​atriene	**+**	Beta-Damascenone	+	Beta-Damascenone	+
1-Octanol	**+**	4-terpineol	+	4-terpineol	+
Geranyl butyrate	**+**	Terpinolene	+	Terpinolene	+
(E)-3,7-dimethyl-2,6-Octadienal	**+**	aTerpineol	+	aTerpineol	+
3-carene	**+**	Terpinen-4-ol	+	Terpinen-4-ol	+
cis-Geraniol	**+**	Myrcene	+	Myrcene	+
Citral	**+**	Ocimene	+	Ocimene	+
Damascenone	**+**	(4E,6Z)-2,6-Dimethyl-2,4,6-oct​atriene	+	(4E,6Z)-2,6-Dimethyl-2,4,6-oct​atriene	+
		1-Octanol	+		
		Geranyl butyrate	+		
		(E)-3,7-dimethyl-2,6-Octadienal	+		
		3-carene	+		
		cis-Geraniol	+		
		Citral	+		
		Damascenone	+		

The volatiles were selected using OVA values of the OPLS-DA model. + indicated compound contents in the former aroma types was significantly higher than that in the latter aroma types. - indicated compound contents in the former was significantly lower than that in the latter

### Library construction and sequencing

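Skin RNA of 5 table grape cultivars was sequenced in 3 libraries per cultivar, and the authors deposited a table of the expression of each gene in the 15 libraries as fragments per kilobase of transcript and 1e6 mapped fragments (FPKM). Shine Muscat, Midnight Beauty and Centennial Seedless have a muscat aroma, Summer Black a strawberry aroma, and Victoria no aroma. The strawberry and neutral types are thus 1 cultivar each, so their libraries measure the spread within a cultivar and not between cultivars of one aroma type. The deposited labels and the notes of Table 2 give the libraries as biological replicates at the ripening stage, whereas the methods assign the library numbers 1, 2 and 3 to the 3 growth periods. They were treated as replicates. The labels name an RNeasy kit for the RNA and a SMARTER kit for the libraries, and the methods name a cited extraction protocol and the NEBNext Ultra kit. According to the methods, the authors mapped the clean reads to the grape genome PN40024 with Bowtie2 and estimated expression with RSEM. They name the DESeq package for the test of DEGs. Read counts per gene are not part of the table, so log2(FPKM + 1) without further scaling was compared between groups with limma, with a variance that follows the mean expression. The test covered the 18238 genes with an FPKM of at least 1 in at least 3 of the 15 libraries. A gene was taken as a DEG where its log2 fold change was at least 2 in either direction and its Benjamini-Hochberg adjusted p was at most 0.01, as the results section of the paper sets. In simulated data of this size, 150 genes were given a change past the threshold. Of them, 130 were found with 3 libraries against 3 and 145 with 9 against 3, and none of the 18038 unchanged genes was called. The changed genes were well expressed in Victoria, noise was independent between genes, and the cultivars of a group did not differ. These counts thus show that the test works under such settings, and not its power or error rate in the deposited libraries.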

After analysis of the physiological parameters and terpene profiles of the skins and pulps of five cultivars of grapes in the three growth periods, samples in the ripening stage were subjected to RNA-seq gene expression analysis. The HiSeq™ 2500 system (Illumina, San Diego, CA, USA) was used to sequence CK1-3, XP1-3, MP1-3, WP1-3, and YP1-3 cDNA libraries. After rigorous quality checks and data cleaning, a total of 97.67 Gb of clean data was obtained, with each sample having 5.78 Gb of clean data. 

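The deposited table lists 31924 genes, 29927 from the reference annotation and 1997 that the authors assembled newly. A value above 0 in any library was given for 26298 of them, and between 9440 and 10976 genes per library were listed at 0. FPKM summed to between 718652 and 786207 per library, of which the 5 most abundant genes of the library took 9.8% to 18.0%. The depth is known only from the paper's Table 2, where the mapped reads, in units of 1e6, range from 19.6 to 45.6. Shine Muscat had 19.6 to 34.1, with 44.65% to 87.69% of the clean reads mapped. Summer Black had 31.1 to 40.5 (72.52% to 88.64%), and in the other 3 cultivars between 89.37% and 91.45% of the clean reads were mapped. Without counts per gene, no counting error and no upper limit for a value listed at 0 can be given.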

The percentage of Q30 bases was > 92.69% (Table 2). The expression data of all sequenced samples were then converted into FPKM data and subjected to PCA and Pearson’s correlation analysis (Fig. 7). All samples showed some degree of correlation, with grapes with different aromas in particular showing significant differences (Fig. 7A). However, the correlation was much higher for cultivars with the same aroma. 

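Pearson's r of FPKM over all genes of the table was 0.957 ± 0.041 (SD, 15 pairs of libraries) within cultivars. Between muscat cultivars it was 0.859 ± 0.052 (27 pairs, 0.788 to 0.959), and between aroma types 0.775 ± 0.067 (63 pairs, 0.558 to 0.878). These coefficients run across genes, which are not independent replicates. Of the 10 ways to choose 3 of the 5 cultivars as the group of one aroma, the 3 muscat cultivars gave the highest mean r (one-sided exact permutation test over cultivars, p = 0.1, the smallest p that 5 cultivars allow). The log2(FPKM + 1) scale moved the coefficients most, to means of 0.980 within cultivars, 0.958 between muscat cultivars and 0.952 between aroma types. On that scale 4 of the 10 sets, the muscat set included, had a mean r at least as high (exact permutation test, p = 0.4), and the highest, 0.963, belonged to Midnight Beauty, Centennial Seedless and Victoria. Without the 5 genes of largest variance, mean r of FPKM was 0.819 between muscat cultivars and 0.837 between aroma types.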

The PCA of the expression profiles of 15 libraries (5 samples with 3 biological replicates each, Fig. 7B) revealed that samples with different aromas could be clearly separated. PC1, PC2 and PC3 explained 37.4%, 31.1%, and 14.1% of the variance, respectively. Thus, the RNA-seq results were confirmed to be highly reliable and suitable for further analyses.

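The 3 shares were computed from centred FPKM of all genes without scaling, and 5 genes held 74.8% of the variance. These are VIT_19s0090g01350 (4081 to 45900 FPKM over the libraries), VIT_05s0049g00520 (10350 to 42680), VIT_19s0090g01370 (6767 to 37820), VIT_05s0094g00340 (4111 to 28980) and VIT_19s0090g01340 (4324 to 32650), for which the files give no names. Together they made up 88.4% of the squared loadings of PC1, 85.7% of PC2 and 60.3% of PC3. The PC1 scores, in units of 1000 FPKM, were 29.1 ± 4.13 (SD, n = 3) in Summer Black, and those of the other libraries lay between -21.9 and 2.85. The PC2 scores were -14.5 ± 1.29 in Shine Muscat and -14.3 ± 3.33 in Victoria, which overlapped, and 9.78 ± 12.3 in Midnight Beauty and 21.0 ± 3.23 in Centennial Seedless, which overlapped as well. On PC3 the scores were 14.6 ± 0.48 in Shine Muscat and -14.1 ± 5.93 in Victoria. Scaling each gene to unit variance gave shares of 18.2%, 16.5% and 13.0%.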

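On the log2(FPKM + 1) scale, each of the 15 libraries had its highest r with another library of its own cultivar. In FPKM this held for 13 libraries, and Midnight Beauty replicates 2 and 3 were closest to Centennial Seedless replicates 1 and 3. The spread between replicates differed among cultivars. The root mean square log2 difference over the tested genes was 0.295 to 0.373 between the Shine Muscat replicates, with 29 to 52 genes over 4-fold apart. It reached 0.693 between Victoria replicates 1 and 3, where 374 genes were over 4-fold apart, against 0.44 and 62 genes between Victoria replicates 1 and 2.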

**Fig. 7:**
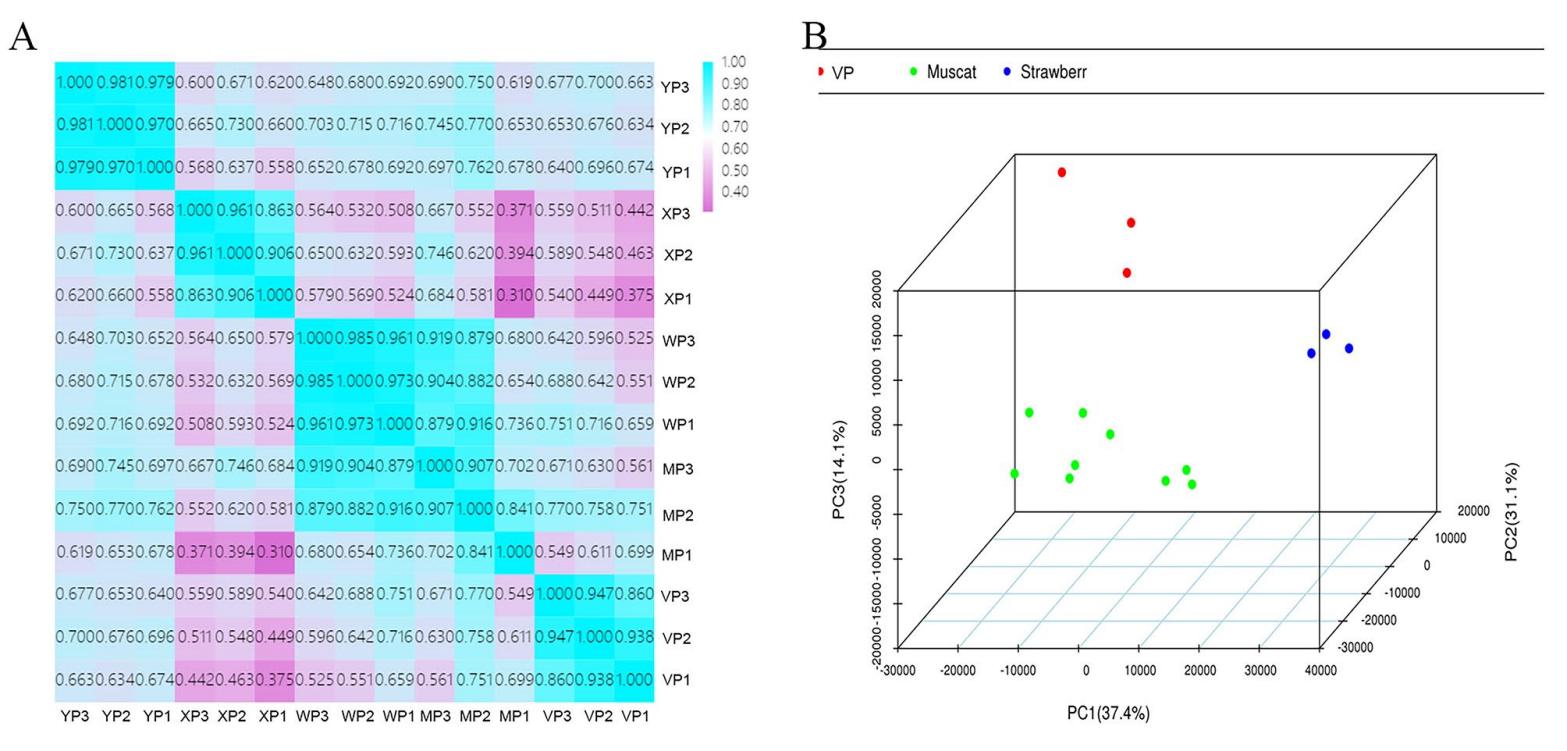
Pearson’s correlation matrix **(A)** and principle component analysis (PCA) **(B)** of genes were performed on three biological replicates of each sample to evaluate correlations and variance between samples

**Table 2:** Summary of sequencing data

Samples	Total Reads	Clean reads	Clean bases	GC Content	%≥Q30	Mapped Reads	Uniq Mapped Reads
VP1	50,568,852	25,284,426	7,530,431,400	47.18%	93.83%	45,633,552 (90.24%)	43,599,912 (86.22%)
VP2	48,708,818	24,354,409	7,254,856,764	46.76%	93.69%	43,844,802 (90.01%)	42,157,420 (86.55%)
VP3	39,402,908	19,701,454	5,864,305,500	46.95%	93.61%	35,551,989 (90.23%)	34,110,102 (86.57%)
XP1	46,092,062	23,046,031	6,897,058,470	47.24%	93.45%	40,457,806 (87.78%)	38,942,133 (84.49%)
XP2	40,978,008	20,489,004	6,107,500,568	47.06%	93.37%	36,322,915 (88.64%)	34,905,010 (85.18%)
XP3	42,872,360	21,436,180	6,410,569,928	47.22%	93.62%	31,089,079 (72.52%)	29,937,835 (69.83%)
MP1	45,320,828	22,660,414	6,779,839,260	46.96%	92.69%	41,062,733 (90.60%)	39,358,371 (86.84%)
MP2	45,780,340	22,890,170	6,829,469,172	46.91%	93.29%	41,866,055 (91.45%)	40,293,175 (88.01%)
MP3	44,622,338	22,311,169	6,673,457,264	47.39%	92.99%	40,476,012 (90.71%)	38,697,323 (86.72%)
WP1	45,275,218	22,637,609	6,761,711,300	47.25%	93.79%	40,463,816 (89.37%)	38,725,485 (85.53%)
WP2	42,709,240	21,354,620	6,384,998,552	46.84%	93.82%	38,579,494 (90.33%)	37,183,611 (87.06%)
WP3	42,514,334	21,257,167	6,340,642,382	46.96%	93.74%	38,224,390 (89.91%)	36,762,952 (86.47%)
YP1	43,896,982	21,948,491	6,267,696,875	46.59%	93.58%	19,599,264 (44.65%)	19,001,467 (43.29%)
YP2	38,649,854	19,324,927	5,781,083,450	46.55%	93.47%	33,208,081 (85.92%)	32,129,115 (83.13%)
YP3	38,848,292	19,424,146	5,790,205,340	46.72%	93.89%	34,066,174 (87.69%)	32,903,856 (84.70%)

1–3: Three biological replicates of skins at ripen-stage; Total reads: original number of reads obtained by sequencing; Clean reads: number of reads after removing low-quality reads and trimming adapter sequences; Clean bases: number of clean reads multiplied by length of clean reads. Q30: Phred score, indicates 99% and 99.9% accuracy of sequenced bases; GC content: percentage of G and C in total bases. Mapped Reads: the number of Reads compared to the reference genome and the percentage of Clean Reads. Uniq Mapped Reads: the number of Reads compared to the unique position of the reference genome and the percentage of Clean Reads

### Identification of DEGs

In this study, gene expression levels were calculated by the FPKM method, and DEGs with log2 (fold change) ≥ 2 and FDR ≤ 0.01 were considered significantly different. There were 1,814 DEGs between neutral and strawberry grapes in the ripening stage, of which 656 DEGs were up-regulated and 1,158 were down-regulated. 

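Between the 3 Summer Black and the 3 Victoria libraries, 226 genes were DEGs in limma, 107 higher and 119 lower in Summer Black. Without the threshold on the fold change, 411 genes had an adjusted p of at most 0.01. In each of the 226 DEGs the libraries of the cultivars did not overlap, which held for 5778 of all tested genes (31.7%, where chance gives 10%). The largest increases were those of VIT_04s0079g00690 (log2 fold change 9.41, SE 0.53, adjusted p = 0.000692) and VIT_05s0077g02020 (7.50, SE 0.25, adjusted p = 0.000151). The former was also high in the dark red Midnight Beauty, at 505 ± 197 FPKM (SD, n = 3). It was at most at 0.477 FPKM in the libraries of the lime green Shine Muscat, Centennial Seedless and Victoria. VIT_05s0077g02020 was also high in Shine Muscat, at 259 ± 9.31 FPKM, and at most at 1.53 in Midnight Beauty and Centennial Seedless. Among the decreases, VIT_03s0088g00710 (-5.93, SE 0.49, adjusted p = 0.00212) and VIT_18s0166g00250 (-5.66, SE 0.70, adjusted p = 0.00752) changed most. The files pair none of these IDs with a name. The call of VIT_05s0077g02020 was kept whichever library was left out. Without Victoria replicate 2 the calls of the other 3 genes were lost (adjusted p = 0.0108, 0.0194 and 0.0471), and for both decreases leaving out some of the other libraries had the same effect. With Victoria replicate 2 left out, 29 DEGs remained. The log2 fold change of VIT_04s0079g00690 was then 9.39, so the loss of its call does not reflect a smaller change. The Victoria libraries left, replicates 1 and 3, were the pair furthest apart in Victoria, at a root mean square log2 difference of 0.693. The balance of the directions moved too, to 94 higher and 51 lower without Summer Black replicate 1 and to 57 higher and 94 lower without Victoria replicate 1. Newly assembled genes made up 745 of the tested genes and 21 of the DEGs.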

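The 9 libraries of the 3 muscat cultivars, taken as one group, differed from the 3 Victoria libraries in 47 genes, 21 higher and 26 lower in muscat grapes (limma). An adjusted p of at most 0.01, at any fold change, was found for 188 genes. The largest increase was that of VIT_00s0260g00070 (log2 fold change 4.38, SE 0.41, adjusted p = 8.09e-05). It was a DEG whichever library was left out (4.21 to 4.48). The largest decrease was that of VIT_00s0160g00120 (-4.07, SE 0.72, adjusted p = 0.00908), listed at 0 in all 3 Centennial Seedless and 2 Midnight Beauty libraries, between 4.30 and 5.16 FPKM in the other muscat libraries and between 30.7 and 42.2 in Victoria. Its call was lost without any 1 of the Victoria libraries (adjusted p = 0.0385 to 0.0664). These IDs have no names in the files either. Among the newly assembled genes 5 were DEGs, all of them lower in muscat grapes. Without Victoria replicate 1 there were 10 higher and 35 lower, and without Victoria replicate 2 there were 11 and 22. With the fold change threshold lowered to 2, the count was 158. A random effect for cultivar in the model, which allows for the 9 libraries coming from 3 cultivars, left 24 DEGs.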

Of the 537 DEGs between neutral and muscat aroma grapes, 358 were up-regulated and 179 were down-regulated (Fig. 8A). In the figure, the number of DEGs differed considerably between the CK versus strawberry and CK versus muscat comparisons, indicating that the transcript levels of the different aromatic grapes differed considerably at the ripening stage. In addition, we identified 224 common DEGs in the CK versus strawberry and CK versus muscat comparisons (Fig. 8B). This suggests that these DEGs play important regulatory roles in neutral grapes; this finding provides a basis for resolving aroma differences among cultivars.

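Taken singly, each with 3 libraries against the 3 of Victoria, the muscat cultivars gave 416 DEGs in Shine Muscat (229 higher, 187 lower), 126 in Midnight Beauty (61 higher, 65 lower) and 168 in Centennial Seedless (78 higher, 90 lower). Together these lists hold 589 genes. Of these, 490 were DEGs in exactly 1 muscat cultivar and 22 in all 3, always in the same direction (7 higher, 15 lower), and 21 of the 22 were also DEGs of the pooled muscat group. The pooled comparison called 4 genes that no single cultivar did. Without Victoria replicate 2, the count fell to 20 in Midnight Beauty and to 55 in Centennial Seedless, and it was 262 to 484 in Shine Muscat over the libraries left out. All 12 aromatic libraries together differed from Victoria in 33 genes, 11 higher and 22 lower, and this count was 20 and 21 without Victoria replicate 3 and without Victoria replicate 2. The counts do not rank cultivars by their distance from Victoria, since the SE differed. Its median was 0.174 in the Shine Muscat comparison and 0.228 in the Summer Black one. Mean r of log2(FPKM + 1) with the Victoria libraries was 0.956 for Shine Muscat and 0.946 for Summer Black.

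**Figure D1:**
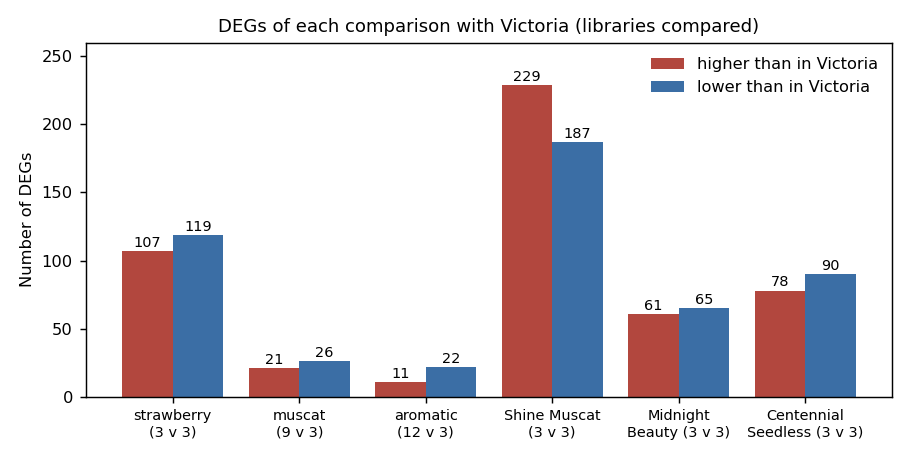
Number of DEGs (bars, higher and lower than in Victoria) for each comparison with the 3 Victoria libraries, with the libraries compared in brackets. Shine Muscat, at 229 and 187, has more DEGs than the strawberry cultivar, and the pooled muscat group, at 21 and 26, fewer than any of its cultivars. The SE differs between comparisons, so the bars do not rank cultivars by their distance from Victoria.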

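In limma, 19 genes were DEGs of both comparisons, 6 higher and 13 lower than in Victoria, with the same direction in both. Independent lists of these sizes would share 0.6 genes. The lists are not independent, since both use the same Victoria libraries. In 20 simulations of unchanged groups that share their control, the log2 fold changes of the comparisons correlated across genes at a mean r of 0.612 (0.593 to 0.626). The observed r was 0.463, and the simulations called no DEG, while 218.4 genes on average had an unadjusted p under 0.05 in both. The simulated groups differ by noise alone, so they speak only to noise in the shared Victoria libraries. Genes particular to Victoria as a cultivar would enter both lists too. Set against the other 12 libraries, Victoria had 33 DEGs, and Summer Black, the cultivar with most, had 241. Without Victoria replicate 2, 1 common DEG was left.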

**Fig. 8:**
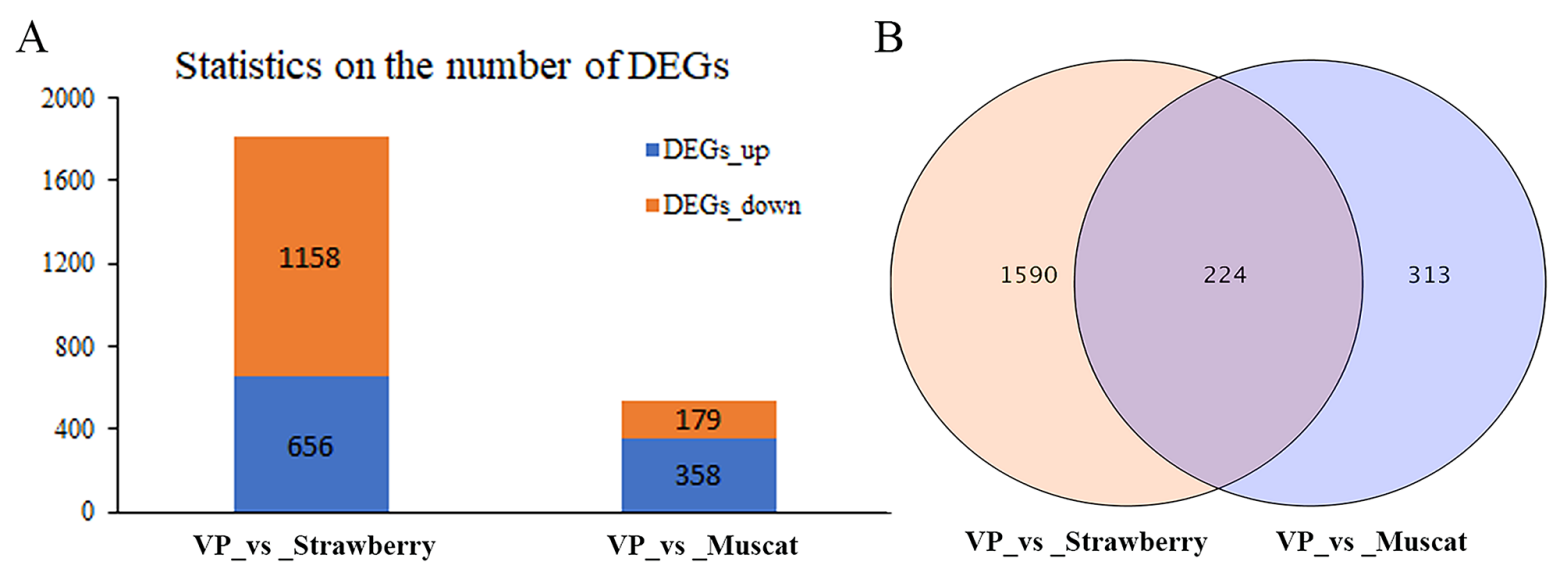
Statistics on the number of DEGs in the skins of grapes with different aromas. **(A)** Statistics on the number of DEGs **(B)** Quantity statistics Venn diagrams of DEGs among the two sampling groups

### Gene annotation and functional classification

An analysis of DEGs between RNA-seq libraries was conducted to identify candidate genes that may be involved in aroma synthesis or metabolism. To functionally annotate the transcriptomes of aroma synthesis or metabolism, 531 unigenes identified in grape skins in the VP versus muscat analysis were compared with six public databases (Supplementary Table S4); in total, 224, 459, 159, 531, 388, and 479 unigenes were annotated in the COG, GO, KEGG, NR, Swiss-Prot, and eggNOG databases, respectively. In total, 1,795 unigenes identified in grape skins in the VP versus strawberry analysis were compared with six public databases, and 854, 1,602, 596, 1,794, 1,383, and 1,685 unigenes were annotated in the COG, GO, KEGG, NR, Swiss-Prot, and eggNOG databases, respectively.

GO enrichment analysis was performed to classify genes into the molecular function, biological process, and cellular categories (Figure S4). A total of 53 functional subcategories were identified for 25,649 genes mapped to different GO function nodes in grape skins with different aromas. The main terms (with the number of associated of genes in parentheses) included cell (21,400), cell part (21,398), cellular process (20,385), metabolic process (19,583), single organization process (19,082), binding (15,658), and catalytic activity (14,225). GO annotations of these genes may be helpful for determining the molecular mechanisms underlying grape skin aroma production and release.

KEGG analysis can reveal DEGs in specific metabolic pathways. To identify relevant genes enriched in metabolic or signalling pathways, DEGs in the ripening stage were mapped to the KEGG database. A total of 5,587 genes were enriched in the KEGG pathway. Among them, 330 genes were annotated to ‘Ribosome’, 311 to ‘Carbon metabolism’, 280 to ‘Starch and sucrose metabolism’, 273 to ‘Plant-pathogen interaction’, 264 to ‘Biosynthesis of amino acids’, 206 to ‘Phenylpropanoid biosynthesis’, and 182 to ‘Amino sugar and nucleotide sugar metabolism’. KEGG enrichment indicated that these pathways play important roles in the aromas of grape skins (Figure S5).

As discussed above, the main plant aroma constituents are terpenoids, aromatic species, and aliphatic compounds. In total, 39 DEGs related to 20 metabolic pathways were identified at the ripening stage (Figure S5), in which the metabolic pathways associated with the biosynthesis of aroma compounds that were more extensively annotated were as follows: ‘Starch and sucrose metabolism’, ‘Biosynthesis of amino acids’, “Phenylpropanoid biosynthesis and metabolism’, ‘Fatty acid metabolism’, and ‘Phenylalanine, tyrosine and tryptophan biosynthesis’.

### Identification of DEGs related to the regulation of aroma metabolism in the ripening stage

More detailed comparisons were then made between the neutral and strawberry aroma grape skins, and between the neutral and muscat aroma grape skins. 

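The paper names 20 candidate genes in these pathways, and all of them passed the filter of the test. In limma 5 were DEGs of the strawberry comparison (3 higher, 2 lower), 3 of the muscat comparison (1 higher, 2 lower) and 1, a lower one, of the 12 aromatic libraries against Victoria. Together 7 candidates were DEGs of the strawberry or the muscat comparison, and 1 of both. An adjusted p of at most 0.01 was found for 6, 6 and 4 candidates over all genes tested, and for 17, 13 and 10 adjusted over the list alone. The study chose the list on these libraries, so the latter counts are not independent evidence. A fit of all 5 cultivars at once called 13 candidates, but it does not count differences between the cultivars of a group as error. In the separate fits, 3 were called without Victoria replicate 2. Fig. 9 and Table S5 hold 14 further genes, without names. Vitis_vinifera_newGene_3002 was listed at 0 in all 12 aromatic libraries and at 4.33 to 7.03 FPKM in Victoria. The level of VIT_16s0022g01160 was 11.8 ± 1.95 FPKM (SD, n = 3) in Victoria and at most 1.59 in any aromatic library, and that of VIT_06s0004g02060 was 11.3 ± 2.87 against at most 2.52. These 3 genes were DEGs of both comparisons, but in the strawberry comparison none of them was called without Victoria replicate 2 (limma adjusted p = 0.0131, 0.0131 and 0.0149). Their log2 fold changes were then -2.60, -3.49 and -3.09, against -2.74, -3.39 and -3.20 with all libraries.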

Genes that were significantly differentially expressed between cultivars with different aromas in the ripening stage (Table S3), and the pathway classifications of the enriched genes, are shown in Fig. 9. At this stage, a large number of genes associated with the metabolism of floral volatiles were highly enriched in the ‘Starch and sucrose metabolism’, ‘Biosynthesis of amino acids’, ‘Phenylpropanoid biosynthesis’, ‘Fatty acid metabolism’, ‘Amino sugar and nucleotide sugar metabolism’, ‘Glycolysis/Gluconeogenesis’, ‘Glutathione metabolism’, and ‘Cysteine and methionine metabolism’ pathways, suggesting that regulatory networks control the synthesis of aroma compounds in different aroma grape cultivars.

Combining the GO and KEGG enrichment results revealed128 genes that may be directly involved in the biosynthesis of grape aroma compounds. The biosynthesis of benzene-containing aroma compounds in plants involves the conversion of shikimic acid to phenylalanine, which enables primary and secondary metabolism. Analysis of aroma synthesis and metabolic processes revealed that 4-coumarate: coenzyme A ligase (4CL) and cinnamoyl-CoA reductase (CCR) were mainly enriched in upstream floral aroma synthesis processes. 

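The cytochrome P450 gene VvCYP (VIT_08s0007g07730) reached 65.3 ± 11.5 FPKM (SD, n = 3) in Victoria, 31.2 ± 9.87 in Centennial Seedless, 13.9 ± 2.54 in Midnight Beauty, 13.4 ± 7.08 in Summer Black and 8.18 ± 0.999 in Shine Muscat. Its log2 fold change against Victoria was -2.36 (SE 0.44, limma adjusted p = 0.0264) in strawberry and -2.03 (SE 0.45, adjusted p = 0.0342) in muscat grapes. The limma fit of all 5 cultivars called both (adjusted p = 0.00066 and 0.00062). For the muscat group it does not count differences between the cultivars as error. VvCCR VIT_13s0047g00940 stood at 27.3 ± 0.939 FPKM in Victoria and between 9.08 and 14.2 in the aromatic libraries, and its log2 fold changes were -1.18 in strawberry (adjusted p = 0.0152) and -1.17 in muscat grapes (adjusted p = 0.000141). The other VvCCR, VIT_13s0067g00620, ranged from 0.417 ± 0.152 FPKM in Victoria and 0.875 ± 0.152 in Midnight Beauty to 7.22 ± 1.04 in Centennial Seedless. Neither of its comparisons passed the threshold (1.37, adjusted p = 0.123, and 1.53, adjusted p = 0.181). VvSDR (VIT_08s0040g01200) rose from 30.0 ± 7.09 FPKM in Victoria to 68.2 ± 16.1 in Midnight Beauty and 123 ± 16.4 in Centennial Seedless, the lowest and highest muscat means. Its log2 fold change was 1.63 (adjusted p = 0.00411) in muscat and 1.67 (adjusted p = 0.037) in strawberry grapes.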

The DEGs included one *VvCYP* (VIT_08s0007g07730), one *VvSDR* (VIT_08s0040g01200), two *VvCCR* (VIT_13s0067g00620, VIT_13s0047g00940), and three *VvADH* (VIT_00s0615g00010, VIT_00s0615g00030, VIT_ 00s0615g00020) genes. Of these genes, only VIT_08s0007g07730 and VIT_13s0047g00940 were highly expressed in neutral grapes; the rest were highly expressed in aromatic grapes.

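VvADH VIT_00s0615g00010 was highest in Shine Muscat, at 25.6 ± 2.11 FPKM (SD, n = 3), followed by Summer Black at 4.89 ± 2.04 and Midnight Beauty at 1.71 ± 1.43. Centennial Seedless had at most 0.32 FPKM, and Victoria was listed at 0 in 2 libraries and at 0.0745 in the first. Its log2 fold change in Summer Black was 2.45 (SE 0.30, adjusted p = 0.00704), and the call was kept in 1 of the 6 fits that each left out a library, the one without Summer Black replicate 3. In muscat grapes it was 2.02 (SE 1.13, adjusted p = 0.489), with each muscat cultivar at its own level. The fit of all 5 cultivars, which does not count these differences between cultivars as error, called it. VvADH VIT_00s0615g00020 reached 5.76 ± 1.71 FPKM in Summer Black against 0.49 ± 0.315 in Victoria, a log2 fold change of 2.17 (SE 0.27, adjusted p = 0.00752) that stayed at 2.00 or more but lost its call with any of the 6 libraries left out (adjusted p = 0.0129 to 0.0462). The third gene, VIT_00s0615g00030, lay between 31.2 and 59.0 FPKM in Summer Black and between 6.22 and 12.5 in Victoria, with a log2 fold change of 2.16 (SE 0.33, adjusted p = 0.014). For this gene the muscat group gave 1.33 (SE 0.35, adjusted p = 0.0795).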

**Fig. 9:**
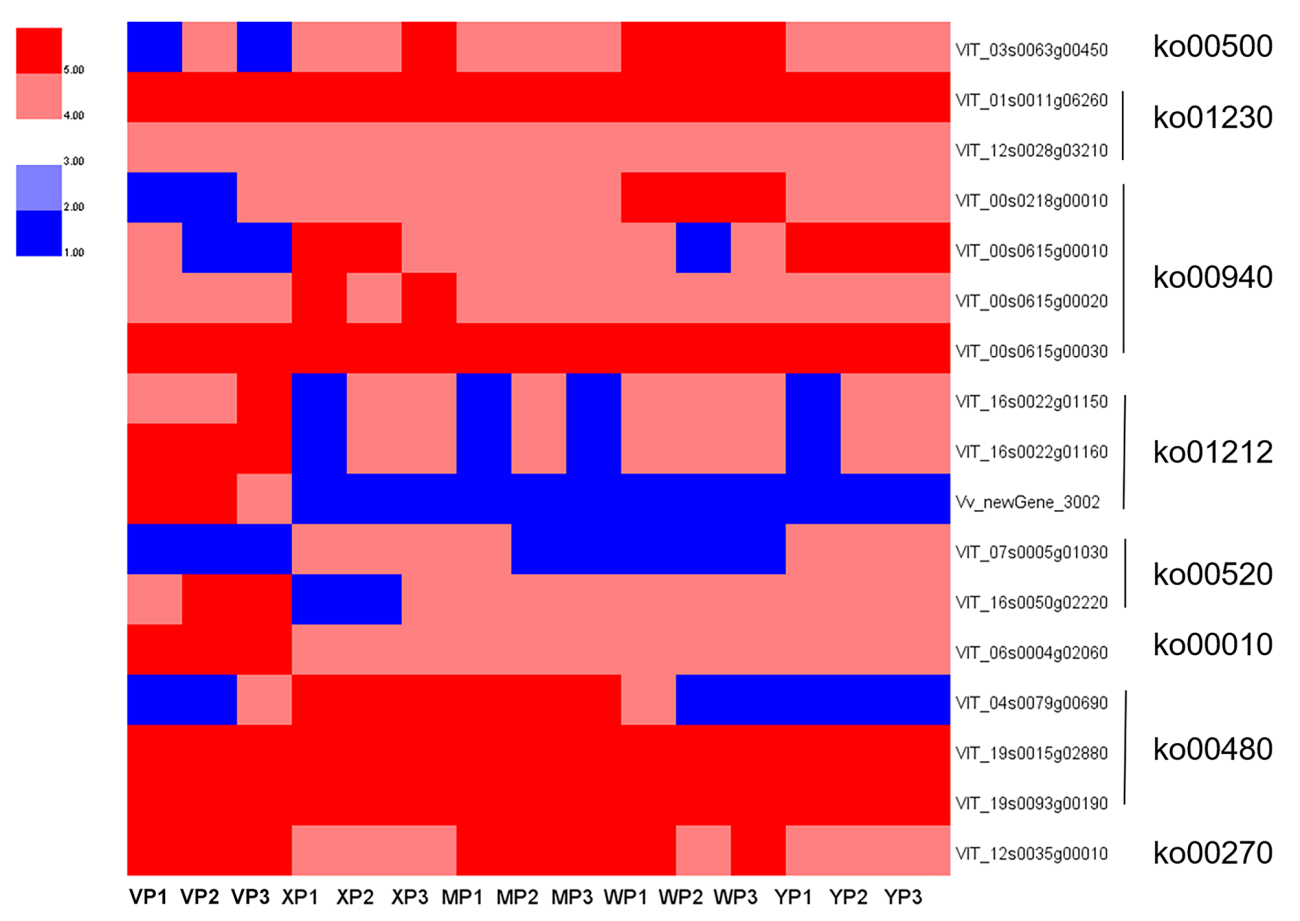
Heatmap plot of DEGs identified by KEGG enrichment analysis at ripen-stages, showing functional categories of significantly over-represented DEGs at ripen-stage. YP stands for ‘Shine Muscat’, MP stands for ‘Midnight Beauty, XP stands for ‘Summer Black’, WP stands for ‘Centennial Seedless’ and VP stands for ‘Victoria’

Furthermore, combining our previous aroma studies with the transcriptome sequencing results of this experiment indicated that one 1-deoxy-d-xylulose-5-phosphate synthase (DXS, VIT_05s0020g02130) gene was differentially expressed among cultivars with different aromas, and high expression was seen in grapes with muscat aroma. 

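The DXS gene stood at 82.1 ± 9.32 FPKM (SD, n = 3) in Shine Muscat, 36.3 ± 0.503 in Centennial Seedless, 32.0 ± 1.90 in Midnight Beauty, 27.3 ± 6.27 in Summer Black and 18.6 ± 3.97 in Victoria. All 9 muscat libraries lay above the 3 of Victoria, with a log2 fold change of 1.27 (SE 0.35, limma adjusted p = 0.0928). In a fit of all 5 cultivars, Shine Muscat differed from Victoria by 2.10 on the log2 scale (SE 0.17, adjusted p = 1.83e-06), Centennial Seedless by 0.95 (adjusted p = 0.00228), Midnight Beauty by 0.77 (adjusted p = 0.0114) and Summer Black by 0.53 (adjusted p = 0.0385).

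**Figure D2:**
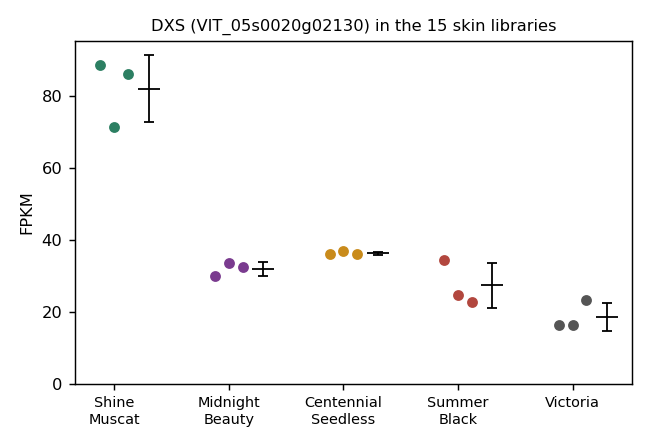
FPKM of the DXS gene (vertical axis) in the 3 libraries of each cultivar (points), with the mean and SD (line and bars). The Shine Muscat libraries lie between 71.4 and 88.7, and no library of another cultivar is above 36.9.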

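The UGT gene VIT_17s0000g07070 was listed at 0.16 ± 0.0175 FPKM (SD, n = 3) in Victoria and 1.43 ± 0.749 in Summer Black, against 9.43 ± 3.31 in Shine Muscat, 13.2 ± 2.17 in Midnight Beauty and 14.7 ± 1.55 in Centennial Seedless. It was a DEG of the muscat comparison (log2 fold change 3.49, SE 0.23, adjusted p = 2.44e-06) whichever library was left out (3.44 to 3.59), and had a log2 fold change of 1.02 (SE 0.23, adjusted p = 0.0459) in strawberry grapes. The paper identifies the other MEP pathway genes by numbers that neither the deposited table nor the reference list of gene symbols pairs with the gene IDs of the table, so their levels are not given.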

Among the other five MEP pathway genes, DXR (1-deoxy-d-xylulose-5-phosphate reductoisomerase, LOC100248516), MCT (2-C-methyl-d-erythritol-4-phosphate cytidyltransferase, LOC100247263), CMK (4-diphosphate cytidyl-2-C-methyl-d-erythritol kinase, LOC100261596), CMS (2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase, LOC100250076), HDR (4-hydroxy-3-methylbut-2-enyl diphosphate), UDP-glycosyltransferase (UGT, VIT_17s0000g07070, VIT_17s0000g07060), and β-glucosidase (BGLU, VIT_03s0063g02490) were mainly enriched in the downstream stages of floral aroma compound synthesis. However, the gene VIT_17s0000g07060 was highly expressed in neutral grapes.

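The second UGT gene had 1.97, 3.74 and 2.81 FPKM in the Victoria libraries, 0.585 ± 0.165 (SD, n = 3) in Summer Black, 0.319 ± 0.141 in Centennial Seedless and at most 0.087 in the libraries of Shine Muscat and Midnight Beauty. Its log2 fold change was -1.74 (SE 0.17, adjusted p = 9.78e-05) in muscat and -1.25 (SE 0.22, adjusted p = 0.0217) in strawberry grapes. At these low levels the fold change rests on the pseudocount. With 0.1 in place of 1, the gene was a DEG of the muscat comparison (adjusted p = 0.00215).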

The final step of terpenoid biosynthesis is catalysis by terpene synthase (TPS) enzymes. TPS expression is usually associated with terpene-rich grapes. However, in this experiment, six *VvTPS* genes were found (VIT_13s0067g00370, Vitis_vinifera_newGene_3216, VIT_13s0067g00380, VIT_13s0084g00010, VIT_00s0271g00010, and VIT_13s0067g00050), the first five of which were highly expressed in grapes with strawberry aroma. 

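VIT_13s0067g00370 was listed at 26.6, 11.9 and 5.67 FPKM in the 3 Summer Black libraries, at 0 in all 9 muscat libraries and at most at 0.254 in Victoria (log2 fold change against Victoria 3.52, SE 0.50, adjusted p = 0.0117 in limma). VIT_13s0067g00380 had 27.2, 15.2 and 6.61 FPKM in the same libraries, 0.11 in Midnight Beauty replicate 2 and 0 in every other library. It was a DEG (adjusted p = 0.00651), and of the fits that each left out a library only the one without Summer Black replicate 3 kept the call. Vitis_vinifera_newGene_3216 ranged from 2.06 to 12.5 FPKM in Summer Black, from 0.21 to 3.76 in Shine Muscat and from 0.128 to 1.27 in Centennial Seedless, and had a log2 fold change of 2.75 (SE 0.51, adjusted p = 0.0258) in strawberry grapes. The ratio of VIT_13s0067g00380 to VIT_13s0067g00370 was 1.16 ± 0.13 (SD, n = 3) in the Summer Black libraries, and reads shared between these neighbouring genes cannot be excluded. Without Summer Black replicate 3, the lowest library for each of these genes, VIT_13s0067g00370 and Vitis_vinifera_newGene_3216 were DEGs as well (adjusted p = 0.00959 and 0.00926). VIT_13s0084g00010 was at 6.60 ± 4.67 FPKM (SD, n = 3) in Summer Black and 3.45 ± 0.339 in Victoria, a log2 fold change of 0.60 (SE 0.42, adjusted p = 0.424). In the muscat libraries this gene was at most at 0.204 FPKM, and it was a DEG of the muscat comparison (-2.12, SE 0.11, adjusted p = 6.08e-07).

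**Figure D3:**
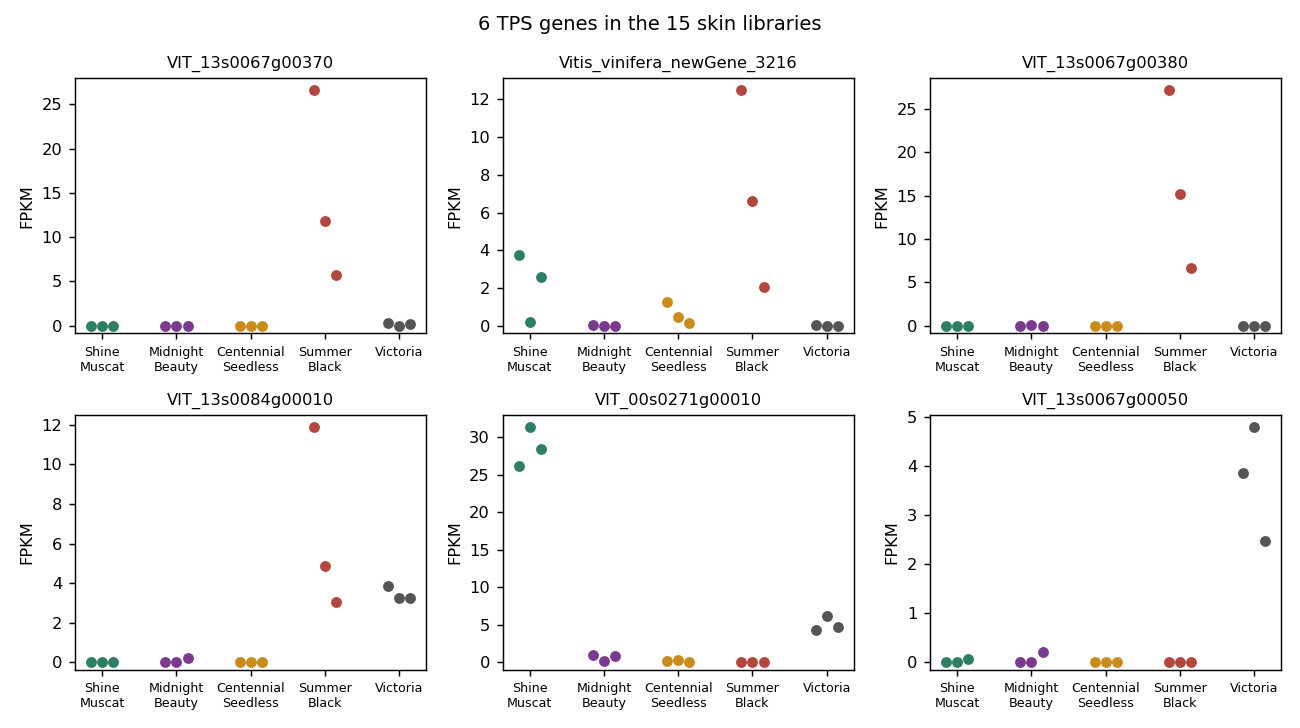
FPKM (vertical axes, scaled per gene) of the 6 TPS genes in the 15 libraries, with a point per library grouped by cultivar. The upper 3 genes are high in Summer Black, VIT_13s0084g00010 in Summer Black and Victoria, VIT_00s0271g00010 in Shine Muscat and VIT_13s0067g00050 in Victoria.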

VIT_00s0271g00010 was present in grapes with muscat aroma and VIT_13s0067g00050 was expressed in unscented grapes. These results suggest that different genes in the same family have different functions.

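VIT_00s0271g00010 was at 28.7 ± 2.62 FPKM (SD, n = 3) in Shine Muscat, 5.07 ± 0.932 in Victoria, 0.645 ± 0.386 in Midnight Beauty and 0.192 ± 0.132 in Centennial Seedless, and was listed at 0 in all 3 Summer Black libraries. It was a DEG, lower in Summer Black than in Victoria, whichever library was left out (adjusted p = 0.00119 with all libraries). For the muscat group the log2 fold change was -0.65 (SE 1.2, adjusted p = 0.895). In the fit of all 5 cultivars it was 2.30 (SE 0.19, adjusted p = 2.87e-06) in Shine Muscat, -1.90 (adjusted p = 2.53e-05) in Midnight Beauty and -2.34 (adjusted p = 3.96e-06) in Centennial Seedless. VIT_13s0067g00050 was at 3.71 ± 1.17 FPKM in Victoria, 0.201 in Midnight Beauty replicate 3, 0.0667 in Shine Muscat replicate 3 and 0 in the other aromatic libraries. It was a DEG of the muscat comparison (log2 fold change -2.16, SE 0.15, adjusted p = 4.79e-06), with -2.00 and no call without Victoria replicate 2. In the strawberry comparison it was a DEG (adjusted p = 0.00387) that was kept in 1 of the 6 fits without a library, the one without Victoria replicate 3.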

Transcription factors (TFs) can control and regulate the expression levels of target genes by binding to promoter regulatory elements. The differential TFs in this experiment and previous studies on grape aroma identified one GATA (VIT_15s0024g00980) and two MYB (VIT_17s0000g07950, VIT_03s0063g02620) TFs, suggesting that these TFs may be important for regulating the biosynthesis of volatile compounds. Furthermore, of the three TFs, only VIT_03s0063g02620 was highly expressed in aromatics, suggesting a negative regulatory role.

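GATA VIT_15s0024g00980 was at 9.60 ± 0.791 FPKM (SD, n = 3) in Shine Muscat, 8.85 ± 1.11 in Midnight Beauty, 3.71 ± 1.16 in Summer Black, 0.924 ± 0.247 in Centennial Seedless and 0.194 ± 0.0233 in Victoria. Its log2 fold change was 1.95 (SE 0.21, adjusted p = 0.00479) in strawberry grapes and passed the threshold of 2 with a pseudocount of 0.1 (adjusted p = 0.00223) or quantile normalization (2.13, adjusted p = 0.00395). In muscat grapes it was 2.29 (SE 0.66, limma adjusted p = 0.107). The limma fit of all 5 cultivars called it (adjusted p = 5.4e-07), but does not count differences between the muscat cultivars as error. In that fit the log2 fold change of Centennial Seedless alone was 0.68 (adjusted p = 0.0332). MYB VIT_17s0000g07950 was at 2.78 ± 0.192 FPKM in Victoria, 18.6 ± 3.88 in Shine Muscat, 10.6 ± 3.21 in Midnight Beauty, 5.97 ± 1.71 in Centennial Seedless and 6.03 to 19.5 in Summer Black. The log2 fold changes were 1.76 (SE 0.39, adjusted p = 0.0451) in strawberry and 1.60 (SE 0.40, adjusted p = 0.0577) in muscat grapes.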

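The Victoria libraries held 4.68, 86.3 and 19.2 FPKM of VIT_03s0063g02620. Its level was 1.39 ± 0.171 FPKM (SD, n = 3) in Shine Muscat, 3.56 ± 0.946 in Midnight Beauty and 4.37 ± 2.85 in Centennial Seedless, and at most 0.138 in any Summer Black library. All 3 Summer Black libraries lay below all of Victoria (log2 fold change -4.32, SE 0.91, adjusted p = 0.0377), and the fit of all 5 cultivars called the difference (adjusted p = 0.000854). In muscat grapes the log2 fold change was -2.52 (SE 0.64, adjusted p = 0.061), and -3.49 (adjusted p = 0.00849) without Victoria replicate 1, the library that overlaps the muscat ones.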

### Validation of DEGs by qRT-PCR

To validate the reliability of the RNA-seq data, gene expression analyses of 20 putative terpene biosynthesis genes were performed by qRT-PCR across different cultivars (Fig. 10 and S6). These 20 genes include monoterpene biosynthetic pathway genes (e.g., UGT, BGLU, CYP, CCR, ADH, 17, DXS, and TPS) and TFs (e.g., MYB and GATA). The relative expression levels were generally consistent with the results of deep sequencing. Correlation analysis was used to evaluate the relationship between the RNA-Seq and qRT-PCR. FPKM from RNA-Seq and 2^−ΔΔct^ from qRT-PCR, correlation coefficients near 0.8 were obtained for these gene, respectively, indicating that the RNA-Seq data were reliable.

**Fig. 10:**
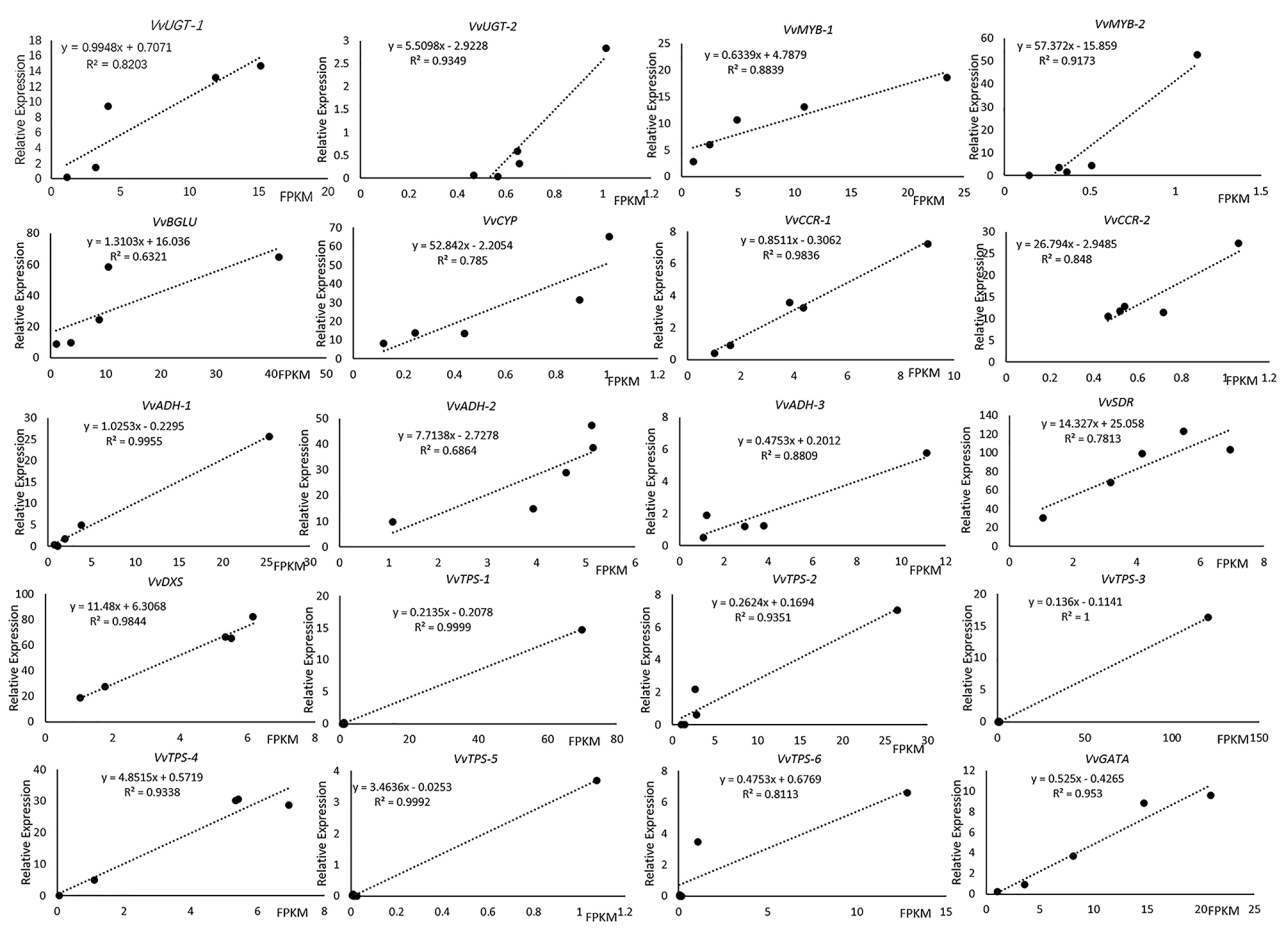
Correlation analysis between qRT-PCR and FPKM at grape ripening stage

## Discussion

### The main aroma compounds of different grapes

Grapes, as the second most produced fruit in the world, are widely grown and have an important role in winemaking, due to the differences in flavour among the many cultivars. The distinctive flavour of fresh grapes arises from the balance between sweet and sour tastes in the fruit, and the content of volatile substances. In recent years, identifying the aromatic compounds in grapes has been a key target for studies of aroma [24]. Grape berries contain a large number of volatile components, mostly at low concentrations, and samples are usually pre-treated with suitable concentrations and enrichment methods prior to GC-MS analysis. The SPME technique used in this study combines sampling, extraction, concentration, and injection in a convenient, rapid, solvent-free, selective and sensitive manner [25]. A total of 215 aroma components were quantified in the fruit of five grape cultivars, including the main volatile components such as aldehydes, alcohols, esters, and terpenes. A comparative aroma study revealed that each aroma type has a corresponding characteristic aroma component.

Muscat aroma is closely related to the content of terpenes, the most abundant of which are monoterpenes including linalool, geraniol, nerolidol, citronellol, geranic acid, and α-terpinol [26]. Fenoll [17] et al. studied the type, content, and aroma contribution of monoterpenes during the development of muscat grapes and concluded that linalool was the most important contributor to the aroma. Another study concluded that linalool and geraniol were the main contributors to muscat aroma [27]. The three muscat cultivars in the current study contained significantly higher levels of linalool, geraniol, geranic acid, and terpenes than the other cultivars, with geraniol having the highest average content, followed by geranic acid and linalool. Geraniol was also detected in the skins of ‘Summer Black’; however, its OVA were lower than those of muscat grapes. Thus, geraniol is the most important terpene contributing to the odour of muscat cultivars, but is not a specific component of such cultivars. Linalool and geranic acid are also important active aromatic components in muscat cultivars but, similar to geraniol, they are not unique to such cultivars; they are also detected in strawberry cultivars at concentrations above the threshold.

Strawberry aromas are mainly found in American grape cultivars and hybrids with other species, and the characteristic aroma substances are mainly esters [15, 28]. Linalool and C13-norisoprenoids, ethyl 2-methylbutyrate, and ethyl butyrate are the main aroma-contributing compounds of Summer Black, Vine Ripening, and Giant Peak, respectively [29]. In this study, the odour composition of the strawberry cultivar was complex, with contributions from terpenes, esters, aldehydes, alcohols, and C13-norisoprenoids (mainly trans-2-hexenal in aldehydes, diisobutyl phthalate in esters, alcohols in phenethyl alcohol, β-damascenone in C13-norisoprenoids, and geraniol, citronellol, linalool and geranic acid in terpenoids). Trans-2-hexenal was present in the highest concentration, but also had a high threshold such that the aroma contribution was low. Diisobutyl phthalate, citronellol, and phenethyl alcohol were specific to the strawberry-scented cultivars, and may be responsible for the aroma of ‘Summer Black’ grape. Damascenone had the highest OVA value in the strawberry grape.

Terpenoids and esters are rare in neutral cultivars of grapes; their concentrations tend to be low or almost non-existent, mainly because C_6_ compounds account for the majority of aromatic substances [30]. Oliveira considers hexanal, 2-hexenal, and other C_6_ compounds to be important flavour compounds in grapes. Moreover, they are of great value for evaluating the quality of grapes and determining their origin. In the current study, two alcohols and three aldehydes, along with one ketone and one ester, were the main aroma components of the neutral cultivar, with trans-2-hexenal being the most abundant compound, followed by octanal and hexanal. These substances contributed less to the aroma due to their high threshold values, in agreement with previous studies [29]. Dihydroumbellulone, benzyl alcohol, 1-undecanol, and 2-hydroxy-benzoicacimethylester were also active aroma-presenting components; however, the concentrations were low such that they contributed mainly to the ‘background aroma’.

### RNA-seq analysis of DEGs associated with aroma

Phenylpropanoids volatiles were mainly synthesized from phenylalanine and produced via the shikimate, prephenate, and arogenate synthesis pathways. A number of enzymes were involved in the synthesis of phenylalanine, including CCR, ADH, SDR, and CYP. Notably, SDR genes are involved in many aspects of primary and secondary metabolism, especially in carbonyl-alcohol redox [31]. The SDR family is important for the biosynthesis of a number of compounds derived from phenylalanine, such as 2-phenylethanol (2-PE) in Rosa damascena, which is synthesized from phenylalanine via phenylethylaldehyde as an intermediate [32]. The CYP gene family catalyses a large number of mono-oxidation/hydroxylation reactions in plant primary and secondary metabolism [33]. Therefore, as a component of the benzene pathway, P450 may also have an important influence on the benzaldehyde synthesis pathway [34]. In this study, one *VvCYP* DEG, two *VvCCR* DEGs, three *VvADH* DEGs, and one *VvSDR* DEG were detected in the transcriptome of grapes. *VvCCR* (VIT_13s0047g00940) and *VvCYP* were highly expressed in grapes without an aroma; *Vv*CCR (VIT_13s0067g00620), *VvADH*, and *VvSDR* genes were highly expressed in grapes with an aroma, but their specific regulatory roles are still unknown.

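With all 12 aromatic libraries against the 3 of Victoria, VvCCR VIT_13s0047g00940 had a log2 fold change of -1.18 (SE 0.13, limma adjusted p = 9.15e-05) and VvCYP one of -2.11 (SE 0.45, adjusted p = 0.0288). VvSDR gave 1.64 (SE 0.27, adjusted p = 0.00426) and VvCCR VIT_13s0067g00620 1.49 (SE 0.51, adjusted p = 0.222). The VvADH genes gave 2.13 (SE 0.99, adjusted p = 0.468) for VIT_00s0615g00010, 1.54 (SE 0.39, adjusted p = 0.0702) for VIT_00s0615g00030 and 1.08 (SE 0.40, adjusted p = 0.29) for VIT_00s0615g00020. None of these genes passed both thresholds in this comparison. The fit of all 5 cultivars, which does not count differences between aromatic cultivars as error, called VvCYP and VIT_00s0615g00010. Apart from VIT_00s0615g00010, the aromatic and the Victoria libraries of these genes did not overlap.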

The metabolic pathways of terpenoids are well understood and conserved across species. DXS is the rate-limiting enzyme in the MEP pathway, and phylogenetic analysis of DXSs from other species revealed that this protein is primarily involved in terpenoid synthesis [35]. TPS catalyse the production of monoterpenes using GPP as a substrate, and many monoterpenes undergo hydroxylation, epoxidation, and glycosylation modifications catalysed by reductases, oxidases, or glycosyltransferases (GTs), resulting in a rich variety of monoterpenes [36]. The most important characteristic of TPS genes is their ability to produce multiple terpene compounds of the same type from a single substrate [37]. For example, in Arabidopsis, two TPSs are capable of producing 20 sesquiterpenoids [38]. Phylogenetic studies of TPSs are instructive for identifying unknown functional enzymes. In this study, one *VvDXS* DEG and six *VvTPS* DEGs were identified. When volatile components were analysed in different aromatic grapes, differences in terpenoid composition and content were found between strawberry and muscat aromatic grapes, just as the expression of relevant genes differed among aromatic grapes. *VvDXS* (VIT_05s0020g02130) and *VvTPS* (VIT_00s0271g00010) were highly expressed in muscat grapes. *VvTPS* (VIT_13s0067g00370, Vitis_vinifera_newGene_3216, VIT_13s0067g00380 and VIT_ 13s0084g00010) were highly expressed in the strawberry grape. In contrast, TPS (VIT_13s0067g00050) was highly expressed in the neutral grape. These results suggest that different *VvTPS* genes have different functions, and that these genes (VIT_00s0271g00010, VIT_13s0067g00370, Vitis_vinifera_newGene_3216, VIT_13s0067g00380, and VIT_13s0084g00010) play an important role in terpene synthesis in muscat and strawberry grapes.

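A limma fit of all 5 cultivars, whose variances come from all 15 libraries, called VIT_13s0067g00370, Vitis_vinifera_newGene_3216 and VIT_13s0067g00380 higher in Summer Black than in Victoria (adjusted p = 1.92e-05, 0.00268 and 3.63e-06). For VIT_13s0084g00010 the adjusted p was 0.186. Vitis_vinifera_newGene_3216 had a log2 fold change of 1.45 (SE 0.52, adjusted p = 0.0664) in Shine Muscat. The call of VIT_13s0067g00050, lower than in Victoria, was made in each of the 4 aromatic cultivars in this fit (adjusted p = 1.43e-06 to 2.89e-06). From the levels of the TPS genes in grapes of different aroma, the paper proposes that they differ in function and that 5 of them have a part in terpene synthesis in muscat and strawberry grapes.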

### Key genes affecting the volatilization of aroma compounds

GTs are a multi-member gene family, and glycosylation refers to the process of covalent binding of some sugars or non-sugar biomolecules to additional glycosyl groups catalysed by GTs [39]. GTs regulate the biological activity, water solubility, and stability of acceptor molecules and play an important role in the regulation of plant hormone homeostasis, the detoxification of endogenous substances, and modification of defence reactions and secondary metabolites [40]. UGTs are responsible for the conversion of free terpenoids into glycosylated forms [41]. 

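In the limma fit of all 5 cultivars, the log2 fold change of VIT_17s0000g07070 against Victoria was 3.12 in Shine Muscat, 3.60 in Midnight Beauty and 3.75 in Centennial Seedless (SE 0.24, adjusted p = 1.6e-06, 7.37e-07 and 5.35e-07). VIT_17s0000g07060, whose low levels let the pseudocount limit the fold change, had log2 fold changes of -1.83 in Shine Muscat, -1.88 in Midnight Beauty and -1.52 in Centennial Seedless (SE 0.17, adjusted p = 7.2e-06, 8.49e-06 and 6.1e-05).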

In the current study, we identified two *VvUGT* genes (VIT_17s0000g07070 and VIT_17s0000g07060) potentially involved in the synthesis and volatilization of grape terpenoids by comparative transcriptome analysis.

One DEG (VIT_03s0063g02490) was annotated as BGLU in this study. BGLU is widely expressed in plant tissues and acts mainly in the pre-hydrolysis of aroma compounds, converting aromatic substances in plants from the bound to the free state and releasing aroma volatiles [42, 43]. BGLU significantly increases the aroma concentration [34]. In plum blossoms, *PmBGLU* produces more fragrance, which allows the flowers to release more aromatics [44]. In this study, the high expression of this gene in aromatic grapes was consistent with the grapes having an aroma; this may be the one of the main reasons why more aroma compounds are released from grapes with an aroma.

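BGLU VIT_03s0063g02490 was at 64.9 ± 16.2 FPKM (SD, n = 3) in Centennial Seedless, 58.4 ± 5.20 in Shine Muscat and 24.4 ± 2.83 in Summer Black. Midnight Beauty, at 9.59 ± 2.22, overlapped Victoria at 8.60 ± 4.60. The log2 fold change was 1.52 (SE 0.38, limma adjusted p = 0.0591) in strawberry and 1.96 (SE 0.73, adjusted p = 0.234) in muscat grapes. By cultivar it was 2.75 (SE 0.30, adjusted p = 3.53e-05) in Shine Muscat, 2.88 (adjusted p = 4.23e-05) in Centennial Seedless and 0.25 (adjusted p = 0.713) in Midnight Beauty.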

### Key TFs in the biosynthesis of aroma compounds

Previous studies have shown that TFs known as trans-acting molecules can regulate proteins in gene transcription during plant growth and associated with fragrance synthesis. A variety of TFs were found that could play various roles in the regulation of aroma biosynthesis. 

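The paper's Table S1 gives terpenes in the ripening skin at 625.1 µg per kg in Midnight Beauty, 334.27 in Centennial Seedless, 92.77 in Summer Black, 87.33 in Shine Muscat and 5.16 in Victoria. A relation between these contents and expression was not tested. Against Victoria, GATA VIT_15s0024g00980 had a log2 fold change of 3.04 in Midnight Beauty (limma adjusted p = 2.86e-07), 3.15 in Shine Muscat (adjusted p = 1.05e-07) and 0.68 in Centennial Seedless (adjusted p = 0.0332) in the fit of all 5 cultivars.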

The expression profiles of some TFs, including MYB, GATA were also found to be positively related to the monoterpenoid content in this study. MYB TF are commonly in plants. The plant MYB TF family consists of four subclasses: 1R-MYB, R2R3-MYB, R1-MYB, and 4R-MYB. of which R2R3-MYB is the largest class, not only involved in the physiological processes of plant stress resistance, but also responds to JA signals and is an important transcription factor regulating the synthesis of flavonoids and terpenoids [45, 46]. In Petunia, four MYB members regulate benzene volatiles, and the overexpression of MYB genes controls the metabolism of phenylalanine and affects the floral fragrance of the plant [47, 48]. Moreover, the TF *PhMYB* indirectly inhibits the synthesis of coumaric acid derivatives in Petunia [49]. In plum blossoms, the *PmMYB4* gene was significantly more abundant in ‘Xiangxuegongfen’ than in ‘Xiao lve’, and was enriched in of phenolic-containing compounds and phenylpropanoid biosynthesis, which can affect the aroma of plum blossom [44]. GATA TFs play an important regulatory role in the light response, chlorophyll synthesis, and carbon and nitrogen metabolism [50]. GNC, a member of the Arabidopsis GATA TF family, is involved in the regulation of chlorophyll synthesis and glucose signalling, as well as glucose transport [51], which has not been reported in grapes.

In the current study, analysis of transcriptome data showed that two MYB TFs (VIT_17s0000g07950, VIT_03s0063g02620) and one GATA TF (VIT_15s0024g00980) were differentially expressed in grapes with versus without aroma. However, the expression of the three TFs showed opposite trends: VIT_17s0000g07950 and VIT_15s0024g00980 were highly expressed in grapes with an aroma, whereas gene VIT_03s0063g02620 was highly expressed in neutral grapes; this indicates that these TFs are not involved in aroma metabolism. These results also indicate that VIT_17s0000g07950 and VIT_15s0024g00980 are more important in the aroma synthesis pathway in grape. 

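For all 12 aromatic libraries against Victoria, the log2 fold change was 2.2 (SE 0.58, limma adjusted p = 0.0906) for VIT_15s0024g00980 and 1.64 (SE 0.39, adjusted p = 0.0544) for VIT_17s0000g07950. The aromatic and Victoria libraries of both genes did not overlap. That of VIT_03s0063g02620 was -2.97 (SE 0.71, adjusted p = 0.054), with overlap between the groups. The fit of all 5 cultivars, which does not count differences between aromatic cultivars as error, called VIT_15s0024g00980 and VIT_03s0063g02620.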

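By cultivar, in the fit of all 5, MYB VIT_17s0000g07950 differed from Victoria by a log2 fold change of 2.36 in Shine Muscat (SE 0.34, limma adjusted p = 0.000314), 1.59 in Midnight Beauty (adjusted p = 0.0109) and 0.85 in Centennial Seedless (adjusted p = 0.175). MYB VIT_03s0063g02620 had log2 fold changes against Victoria of -3.18 in Shine Muscat (SE 0.69, adjusted p = 0.00575), -2.26 in Midnight Beauty (adjusted p = 0.0681) and -2.13 in Centennial Seedless (adjusted p = 0.0887).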

The synthesis of plant terpenoids is a complex process in which a series of enzymes encoded by structural genes are involved in the synthesis of various compounds related to the terpene pathway. Transcription factors specifically bind to recognizable cis-elements in the promoters of structural genes, and ultimately regulate the synthesis of terpenoids by up- or down-regulating the expression of structural genes. However, the regulatory role of TFs in grape volatile compound synthesis needs to be further explored if the molecular mechanisms involved in the biosynthesis of these aromatic compounds are to be fully elucidated.

## Conclusions

This study revealed some differences in the aroma composition and active aromatic substances among neutral, muscat, and strawberry grapes. The neutral grape had the lowest number of aromatic components. The concentration of terpenes was significantly higher in the muscat grapes than in the other aroma cultivars. Diisobutyl phthalate, citronellol, and phenethyl alcohol were unique to strawberry grapes and contributed strongly to its aroma. *VvMYB* and *VvGATA* TFs may play important regulatory roles in the accumulation of aromatic compound biosynthetic precursors in grapes. In addition, the *VvCYP*, *VvCCR*, *VvADH*, *VvSDR*, *VvDXS* and *VvTPS* genesplay important roles in the production and accumulation of aromatic compounds. *VvBGLU* and *VvUGT* genes may be key for controlling the morphology of bound compounds. These results show that volatiles play a key role in the formation of aroma in grape and transcriptome provides a basis for further exploration of the regulatory mechanisms of grape aroma compounds.

## Materials and methods

### Plant material

Based on the aroma characteristics and taste experience as well as the holding of experimental materials, four table grape cultivars, including ‘Summer Black’ (XP), ‘Shine Muscat’ (YP), ‘Midnight Beauty’ (MP), ‘Centennial Seedless’ (WP), which had one of typical aroma types (Muscat, Strawberry), and neutral grape ‘Victoria’ (VP), were collected from a single vineyard (35°18′13.71″ N, 113°55′15.05″ E, Xinxiang, Henan, China). The 5-year-old plants were planted with a spacing of 3 m × 2 m. In the 2019 growing season, samples were collected between 2 weeks before the ripening stage (− 2 wrs) and 2 weeks thereafter (2 wrs). The pulp and skin samples at the three maturity stages (− 2wrs, 0 wrs, and 2 wrs) were used to determine aroma composition and content, and skin samples corresponding to the three maturity stages were used for RNA-sequencing (RNA-seq). For each sample, three bunches of grapes were randomly picked from three vines as one replicate and then transported to the laboratory at 4℃. After standard physicochemical analyses, including of total soluble solids (TSSs), titratable acidity (TA), berry weight, and fruit skin colour, the remaining samples were frozen at − 80°C until the aroma analysis was performed. TSSs were determined using an Abbé refractometer (Rx-5000; Atago, Tokyo, Japan). TA is expressed as grams of tartaric acid per 10 g of fresh weight, as determined by titration with NaOH to a final pH of 8.1 using an automatic titration system [52].

The *L*, *a*, and *b* values of skin colour differences were determined using a CR-400 portable colorimeter (Konica Minolta, Tokyo, Japan), and the colour saturation chroma (C), hue (h), and colour index of red grape (CIRG) values were calculated from these values, as follows:

$$C = {\left( {{a^2} + {b^2}} \right)^{1/2}},$$

$${\rm{h }}{\mkern 1mu} {\rm{ = }}{\mkern 1mu} \,{\rm{arctangent}}\left( {{\rm{b/a}}} \right),$$

$${\rm{CIRG = }}(180 - {\rm{h}}){\rm{/}}\left( {{\rm{L + C}}} \right),$$

where L is the colour brightness, which ranges from 0 to 100, and a* and b* are chromaticity components with values between − 60 and 60. Positive a* represents red, and negative values of a* indicate green; the higher the absolute value, the greater the degree of red or green. A positive value of b* indicates a yellow sample and a negative value of b* indicates a blue sample; a higher absolute value indicates a deeper yellow or blue colour. Specifically, CIRG < 2 for yellow-green, 2 < CIRG < 4 for pink, 4 < CIRG < 5 for red, 5 < CIRG < 6 for dark red, and CIRG > 6 for blue-black.

### Isolation and extraction of free state aroma compounds and the solid-phase microextraction procedure

The samples were prepared according to the method of [53]. About 50 g of the grape samples at different stages of ripeness, with the skin and flesh separated, were removed from the grapes at − 80 °C and placed in liquid nitrogen. The samples were then transferred to an RZ-708 H dry grinder (Royalstar, Guangdong, China); 1 g of polyvinylpyrrolidone and 0.5 g of D-gluconolactone were added, followed by thorough grinding, and the samples were placed in a 50-mL centrifuge tube and left to stand for 4 h at 4 °C. The tube was then quickly placed in a high-speed freezing centrifuge. Each sample was centrifuged at 4 °C for 15 min at 8,000 rev/min, and the top layer of juice was collected and placed in a new 50-mL centrifuge tube. The samples were then stored in a refrigerator at − 80 °C for a short period of time. Three independent replicates of each sample were performed.

The free state-treated sample, 5 mL of ultrapure water, 1 g of NaCl, and 50 µL of 1-octanol were transferred together into a 22mL glass vial. After the vials were capped, the volatiles were equilibrated for 30 min at 60 °C. An extraction head aged at 300℃ for 1 h was then inserted into the vials, 0.8 cm above the liquid level. After the 60-min extraction, the extraction head was removed and inserted immediately into the GC injection port to undergo desorption after 5 min at 280℃.

### Gas chromatography/mass spectrometry analysis

The desorbed volatiles were separated in an Agilent 7890 gas chromatograph (Agilent, Santa Clara, CA, USA) equipped with a DB-5 mass spectrometer (30 m × 0.25 mm × 0.25 μm) (J & W Scientific, Folsom, CA, USA), and coupled with a 5975MS system. The carrier gas was high-purity helium with a flow rate of 1 mL/min. The injector temperature was set at 250℃ in non-divergent mode. The temperature was set to 60℃ for 2 min and then increased to 180℃ at a rate of 5℃/min. Subsequently, the temperature was ramped up to 240℃ at 5℃/min and held at this temperature for 2 min. The ionization voltage was 70 eV, with the source at 230 °C. The quadrupole was set at 150 °C. The acquisitions were performed in full-scan mode over the scanning range of 35–500 m/z. The detected volatiles were identified by comparing spectra and retention times with commercially available NIST 14 libraries. The peak area of each metabolite was normalized using the percentage of the identified component peak area in the area of the internal standard component multiplied by the inner standard mass.

### RNA-seq and transcriptome data analyses

The skins of five cultivars ‘XP’, ‘YP’, ‘MP’, ‘WP’, and ‘VP’ were collected at − 2, 0, and 2 wrs for RNA sequencing. These 15 tissue types were denoted as XP-1, XP-2, XP-3, YP-1, YP-2, YP-3, MP-1, MP-2, MP-3, WP-1, WP-2, WP-3, VP-1, VP-2 and VP-3. Total RNA was extracted using a previously described method [54]. Quantity and quality were checked using the NanoDrop 2000 system (Implen, Westlake Village, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system. The total RNA amount of 1 µg of each library was used as input material for the RNA sample preparations. The NEBNext® Ultra™ RNA library for Illumina (NEB, Ipswich, MA, USA) was used to prepare the kit to generate the sequencing library, and the mRNA was purified from the total RNA using poly-t oligosaccharide-linked magnetic beads. The first-strand cDNA was synthesized by a random hexamer primer and M-MuLV reverse transcriptase. The second-strand cDNA was then synthesized using DNA polymerase I and RNase H. The library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, MA, USA), and the PCR product was purified using the AMPure XP system (Beckman Coulter). The library quality was evaluated using the Agilent Bioanalyzer 2100 system.

### Mapping of reads to the reference genome, gene annotation, and gene expression analysis

The grape genome and annotations were downloaded from http://plants.ensembl.org/Vitis_vinifera/Info/Index. The clean reads were mapped to the grape reference genome (PN40024 assembly 12X) sequence using Bowtie2 (v2.2.5), and the gene expression level was calculated using RSEM (V1.2.12). The expression quality of unigenes is expressed in terms of fragments per kilobase of exon per million mapped fragments (FPKM). The DESeq R package (1.10.1; R-Forge, Brussels, Belgium) was used to identify DEGs between groups. The p-value was adjusted based on the q-value [55]. A q-value < 0.005 and |log_2_ (fold change) | ≥ 1 were set as the thresholds for significantly differential expression. Gene Ontology (GO) enrichment analysis of the DEGs was performed using the GOseq R packages based on the Wallenius non-central hyper-geometric distribution, which can adjust for gene length bias in DEGs [56]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database providing resources for understanding the high-level functions and utilities of biological systems, such as cells, organisms, and the ecosystem, based on molecular-level information (especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies;www.kegg.jp/kegg/kegg1.html) [57]. We used KOBAS software to identify DEGs in KEGG pathways [58].

### Real-time quantitative polymerase chain reaction (qRT-PCR) analysis

Twenty genes related to the aroma metabolism in grape skin were analysed using qRT-PCR to verify the accuracy of transcriptome sequencing. The primers for qRT-PCR were synthesized by Sangon Biotech (Shanghai, China); the details are shown in Supplementary Table S5. The expression levels of selected genes were analysed using the LightCycler 480 system (Roche Diagnostics, Indianapolis, IN, USA). The 2^−ΔΔCt^ method was applied to calculate the relative transcript levels of each gene [59]. Three replicates of samples from different plants were collected under the same conditions for qRT-PCR analyses.

### Statistical analysis

All data were subjected to one-way analysis of variance after testing their normality. Orthogonal partial least squares-discriminant analysis (OPLS-DA) and principal components analysis (PCA) were performed using SIMCA14.1; both analyses were weighted using unit variance scaling. Significant differences between cultivars were assessed by Tukey’s post-hoc test (p < 0.05) using SPSS software (ver. 17.0; SPSS Inc., Chicago, IL, USA).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The transcriptomic data are available in NCBI Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223965) under accession number GSE223965. The data sets supporting the results of this article are included within the article and its additional files.

## Abbreviations

VOCs: volatile organic compounds
OAVs: odour activity values
MEP: 2-C-methyl-d-erythritol-4- phosphate
XP: Summer Black
YP: Shine Muscat
MP: Midknight Beauty
WP: Centennial Seedless
VP: Victoria
WRS: weeks ripen-stage
IPP: isopentenyl diphosphate
DMAPP: dimethylallyl diphosphate
DXS: 1-deoxy-d-xylulose-5-phosphate synthase
DXR: 1-deoxy-d-xylulose-5-phosphate reductoisomerase
HDR: hydroxymethylbutenyl diphosphate reductase
HMGS: 3-hydroxy-3-methylglutaryl-CoA synthase
HGMR: HGM-CoA reductase
TPS: terpenoid synthase
SPME: solid-phase micro-extraction
GC–MS: gas chromatography–mass spectrometry
RNA-seq: mRNA sequencing
TSSs: total soluble solids
TA: titratable acidity
TFs: transcription factors
DEGs: differentially expressed genes
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
ORFs: open reading frames
PCA: principle component analysis
FPKM: fragments per kilobase per million mapped reads
UGT: UDP glycosyltransferase
BGLU: β-Glucosidase
CCR: cinnamoyl-CoA reductase
4CL: 4-coumarate: coenzyme A ligase
CAD: cinnamyl alcohol dehydrogenase

# Supplementary material for: Comprehensive study of volatile compounds and transcriptome data providing genes for grape aroma
**Source:** BMC Plant Biol. 2023 Mar 31;23:171. doi: 10.1186/s12870-023-04191-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

Table S1 Content and number of total volatile compounds in the skin of five grape cultivars at different stages of development (μg^.^kg^-1^)

| Cultivars  Content  (μg^.^kg^-1^) | Shine Muscat | | | Midknight Beauty | | | Summer Black | | | Centennial seedless | | | Victoria | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Skin | skin-1 | skin-2 | skin-3 | skin-1 | skin-2 | Skin-3 | skin-1 | skin-2 | skin-3 | skin-1 | skin-2 | Skin | skin-1 | skin-2 | skin-3 |
| Alcohols | 5.11±0.07  （1） | 0  （0） | 7.40±0.13  （1） | 0.61±0.06  （1） | 9.06±0.43  (2) | 5.11±0.23  （1） | 11.86±0.87（1） | 7.20±1.02（3） | 0.30±0.05  (1) | 1.48±0.11  (2） | 6.53±0.18  （6） | 1.03±0.02  (1) | 4.7±0.61  (1) | 5.08±0.13 （4） | 14.00±0.99 (5) |
| Esters | 26.07±1.23（8） | 21.06±2.65（8） | 8.46±0.17  （6） | 6.62±0.19  （7） | 6.54±0.14  （5） | 4.46±0.18  （4） | 18.63±1.02  (4) | 14.94±0.87（7） | 9.02±0.22  (9) | 19.87±1.08（8） | 13.82±0.56（5） | 18.42±1.22  (7) | 16.89±0.77  (7) | 23.40±1.55（13) | 6.77±0.12  (7) |
| Aldehydes | 85.51±3.52（2） | 79.89±2.73（1） | 60.70±2.07（1） | 96.60±2.75  （3） | 122.05±5.31  （3) | 114.49±3.44（4） | 43.01±1.65  (1) | 79.04±2.78（1） | 65.66±2.05（2） | 62.72±2.05（1） | 74.39±3.78（2） | 81.22±3.89  (3) | 67.34±2.63  (4) | 70.05±2.78  (2) | 71.52±2.77 (2) |
| Terpenes | 46.89±1.38（6） | 87.33±4.75（6） | 96.19±5.23（9） | 292.17±5.33（14) | 625.10±10.38  (11) | 584.20±9.78 (13) | 100.65±2.64  (9) | 92.77±2.78（11) | 267.13±3.85（14） | 353.03±5.43（13） | 334.27±4.89（11) | 361.60±3.43 (12) | 4.73±0.23  (1) | 5.16±0.55  (4) | 4.62±0.38  (9) |
| C13-Norisoprenoids | 2.53±0.12  （2） | 2.64±0.08  （2） | 1.67±0.05  (1) | 0.89±0.02  (1) | 1.29±0.01  (1) | 2.31±0.12  (2) | 7.03±0.13  (2) | 5.16±0.22  (2) | 2.94±0.13  （2） | 4.01±0.25  （2） | 0.86±0.12  (1) | 5.09±0.17  (2) | 1.47±0.11  (1) | 0.78±0.05  (1) | 0.71±0.03  (1) |
| Ketones | 2.16±0.35  （2） | 1.92±0.16  （3） | 0  (0) | 5.12±0.22  (2) | 0  (0) | 2.15±0.14  (3) | 2.36±0.18  (2) | 9.74±0.72  (5) | 0.26±0.01  （2） | 1.62±0.13  （2） | 3.66±0.04  (2) | 3.43±0.33  (3) | 7.14±0.75  (3) | 0.98±0.18  (2) | 0.57±0.03  (1) |
| total | 168.28±6.87 (21) | 192.84±6.35（20） | 174.43±5.83 (18) | 402.01± 6.86 (28) | 764.04±13.78（22） | 712.72±12.65 (27) | 140.96±4.98 (19) | 208.86± 6.35 (29) | 345.32±5.23（30） | 442.73±8.08（28） | 433.54±7.65  (27) | 470.80±8.02 (28) | 102.27±3.12 (17) | 105.46±3.43 (26) | 98.19± 2.78 (25) |

Note: The numbers in the top row of the table indicate the amount of total volatile compounds in the skin at the time of development and the numbers in the bottom row indicate the number of types of total volatile compounds. Mean ± standard error (n=3). 1,2 and 3 indicate -2wrs, 0wrs and 2wrs respectively.

Table S2 Content and number of total volatile compounds in the pulp of five grape cultivars at different stages of development (μg^.^kg^-1^)

| Cultivars  Content  (μg^.^kg^-1^) | Shine Muscat | | | Midknight Beauty | | | Summer Black | | | Centennial seedless | | | Victoria | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Compounds | pulp-1 | pulp-2 | pulp-3 | pulp-1 | pulp-2 | pulp-3 | pulp-1 | pulp-2 | pulp-3 | pulp-1 | pulp-2 | pulp-3 | pulp-1 | pulp-2 | pulp-3 |  |
| Alcohols | 2.62±0.03  (2) | 3.85±0.35  (1) | 2.75±0.03  (2) | 7.2±0.32  (2) | 1.24±0.05  (1) | 1.75±0.14  (2) | 5.37±0.33（6） | 0  （0） | 2.16±0.12  （2） | 10.33±0.79  (4) | 6.31±0.25  (2) | 5.86±0.27  (6) | 6.63±0.33  (5) | 3.92±0.18  (4) | 2.5±0.11  (3) |  |
| Esters | 7.12±0.55  (9) | 12.54±0.78  (11) | 14.51±0.88  (10) | 11.87±0.67  (9) | 11.17±0.56  (8) | 4.11±0.33  (7) | 7.54±0.67  （7） | 22.06±1.45（13） | 24.01±1.58（12) | 8.33±0.66  (6) | 14.92±0.87  (11) | 13.97±0.84  (11) | 8.31±0.65  (8) | 18.72±1.08  (13) | 13.96±0.84(10) |  |
| Aldehydes | 0.39±0.08  (1) | 0.41±0.07  (1) | 0  (0) | 0  (0) | 13.4±0.65  (1) | 12.92±0.58  (1) | 11.69±0.48（1） | 17.98±0.87（1） | 14.11±0.65  (2) | 0  (0) | 15.73±0.55  (1) | 10.03±0.45  (1) | 15.52±0.56  (1) | 9.21±0.52  (1) | 0  (0) |  |
| Terpenes | 9.67±0.65  (3) | 14.91±0.73  (5) | 13.13±0.52 (3） | 16.58±0.68  (5) | 12.45±0.45  (2) | 40.88±2.57  (4) | 4.56±0.45（4） | 10.77±1.03（3） | 2.21±0.05  (3) | 23.68±2.15  (3) | 6.37±0.55  (4) | 3.39±0.31  (4) | 0  (0) | 6.48±0.62  (3) | 1.31±0.02  (1) |  |
| C13-Norisoprenoids | 0.87±0.01  (1) | 1.27±0.13  (2) | 0.51±0.01  （1） | 4.25±0.25  (2） | 3.57±0.18  (2) | 3.90±0.21  (2) | 3.37±0.23（2） | 2.58±0.25（1） | 3.34±0.14  (2) | 3.09±0.45  (2) | 3.19±0.45  (2) | 0.60±0.02  (1) | 1.66±0.03  (2) | 0.45±0.01  (1) | 1.94±0.08  (2) |  |
| Ketones | 0.98±0.02  (1) | 5.66±1.04  (2) | 0.98±0.21  （3） | 1.28±0.05  （1） | 2.09±0.12  (2) | 3.97±0.23  （3） | 0.90±0.06（2） | 0.91±0.04（2） | 0.82±0.04  (1) | 3.32±.0.78  (2) | 5.71±1.02  (4) | 0.75±0.11  (1) | 1.11±0.04  (3) | 1.05±0.03  (3) | 0.89±0.02  (2) |  |
| total | 21.65±1.05  (17) | 38.63±2.32  (22) | 31.88±1.23（19） | 41.18±1.82  (19) | 43.92±1.25  (16) | 67.54±3.85（19） | 33.43±1.83（22） | 54.3±3.25（20） | 46.61±2.11  (22) | 48.75±3.23  (17) | 52.32±3.28  (24) | 34.60±1.86  (24) | 33.23±1.24  (19) | 39.83±2.12  (25) | 20.61±0.83 (18) |  |

Note: The numbers in the top row of the table indicate the amount of total volatile compounds in the pulp at the time of development and the numbers in the bottom row indicate the number of types of total volatile compounds. Mean ± standard error (n=3). 1,2 and 3 indicate -2wrs, 0wrs and 2wrs respectively.

# Supplementary material for: Comprehensive study of volatile compounds and transcriptome data providing genes for grape aroma
**Source:** BMC Plant Biol. 2023 Mar 31;23:171. doi: 10.1186/s12870-023-04191-1
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Materials**

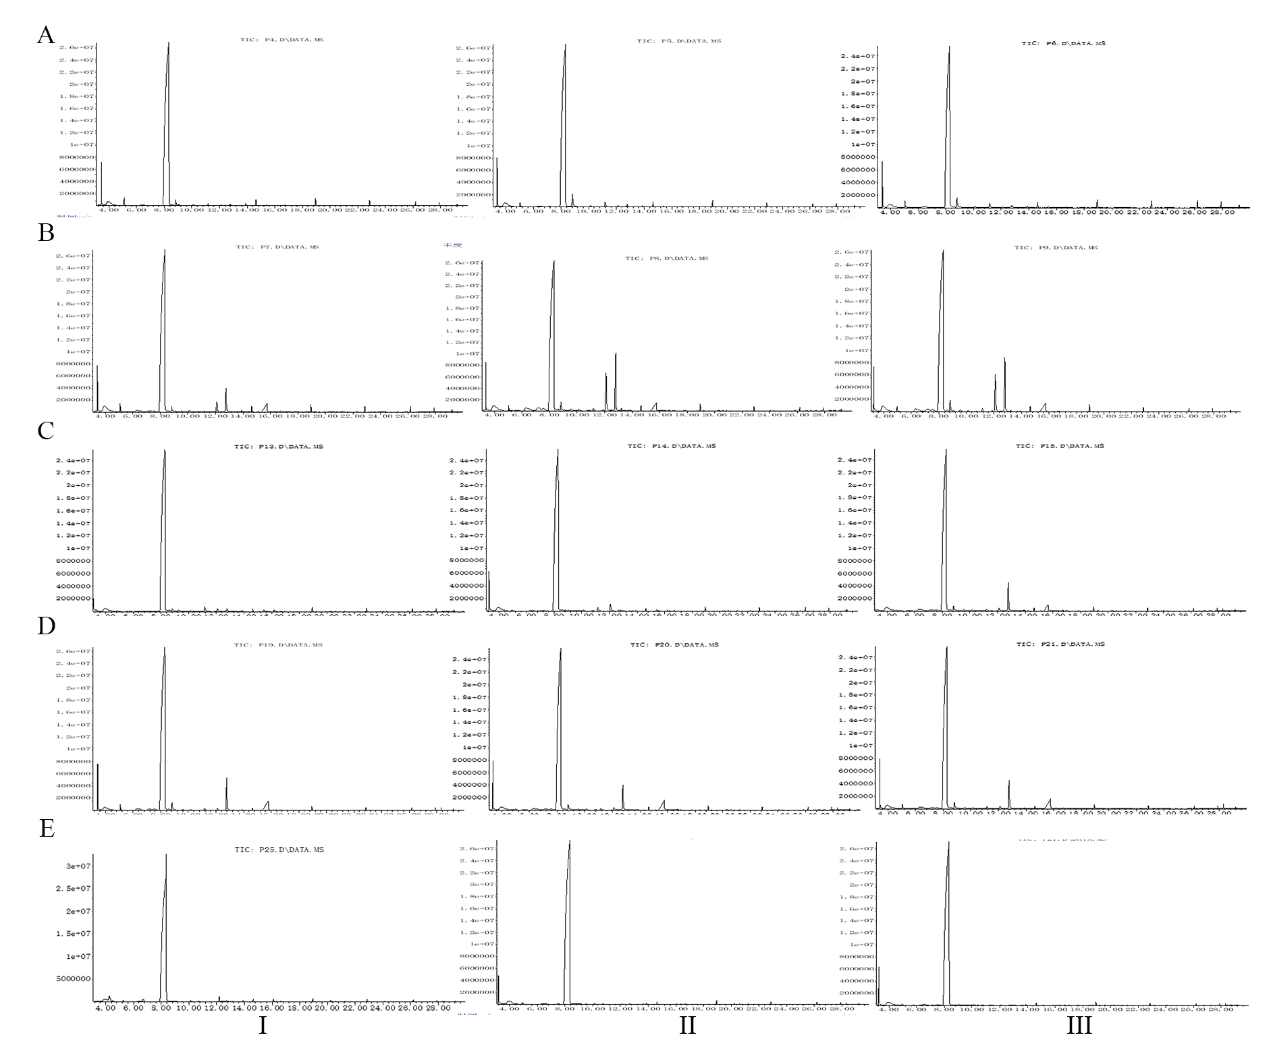

Fig.S1 GC-MS analysis of volatile aroma components in the skins of five cultivars grape with ion flow diagrams

A-E represent Shine Muscat, Midknight Beauty, Summer Black, Centennial seedless and Victoria, respectively. I, II and III indicate -2wrs, 0wrs and 2wrs respectively.

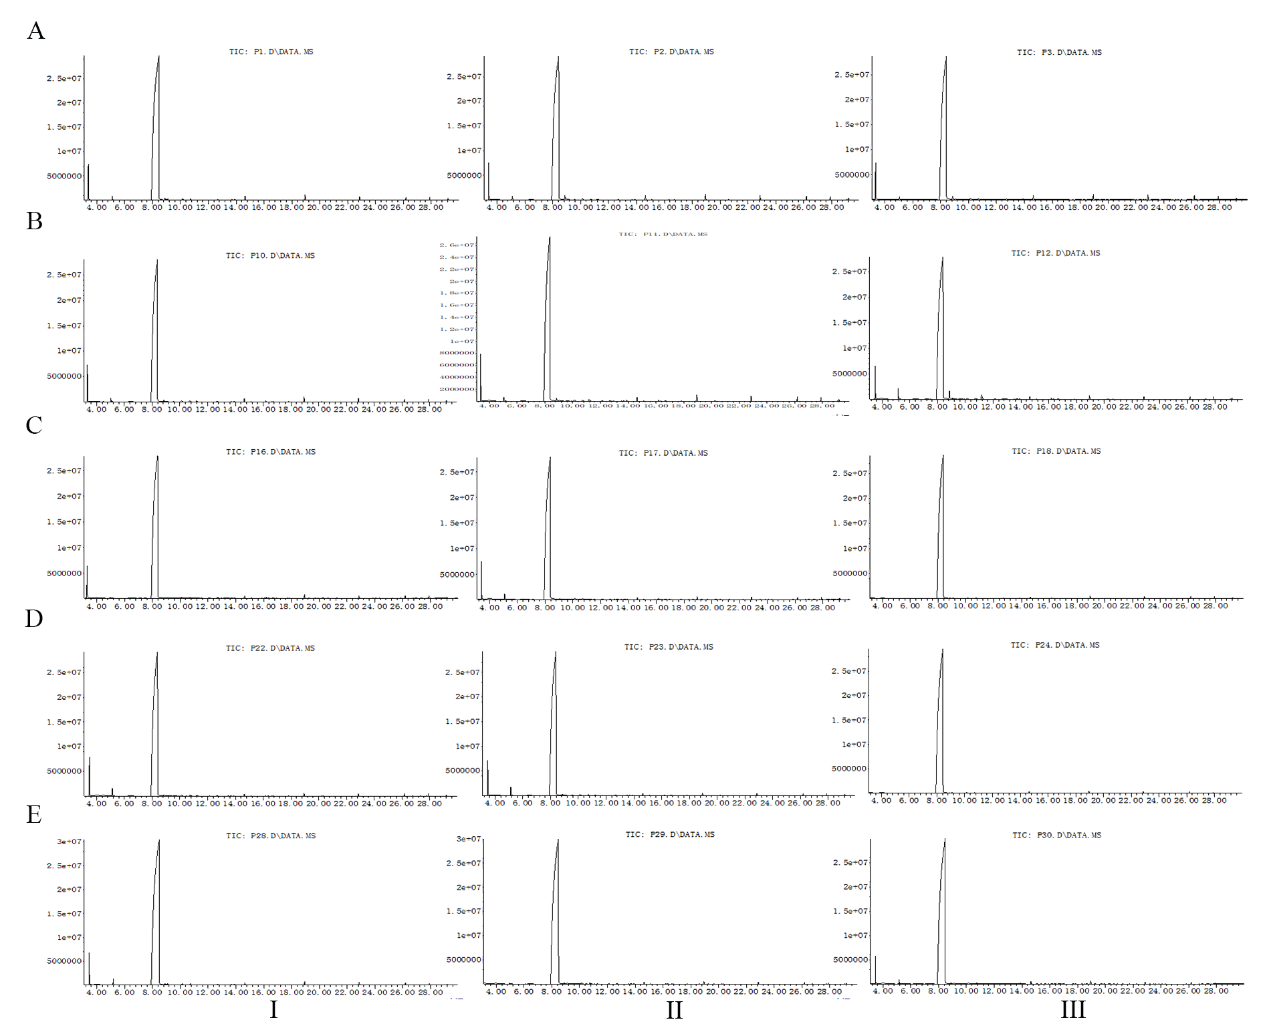

Fig.S2 GC-MS analysis of volatile aroma components in the pulps of five cultivars grapes with ion flow diagrams

A-E represent Shine Muscat, Midknight Beauty, Summer Black, Centennial seedless and Victoria, respectively. I, II and III indicate -2wrs, 0wrs and 2wrs respectively.

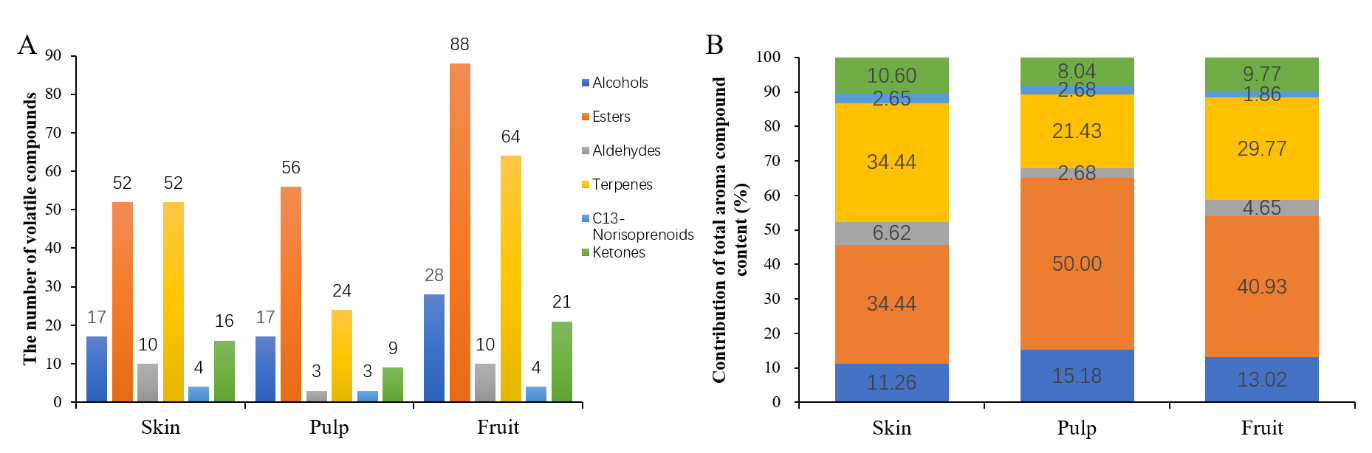

Fig. S3 Composition and quantitative statistics of volatile compounds in skin, pulp and fruit

A: Types and amounts of volatile compounds in skin, pulp and fruit. B: contribution ratio of total aroma substance content in skin, pulp and fruit.

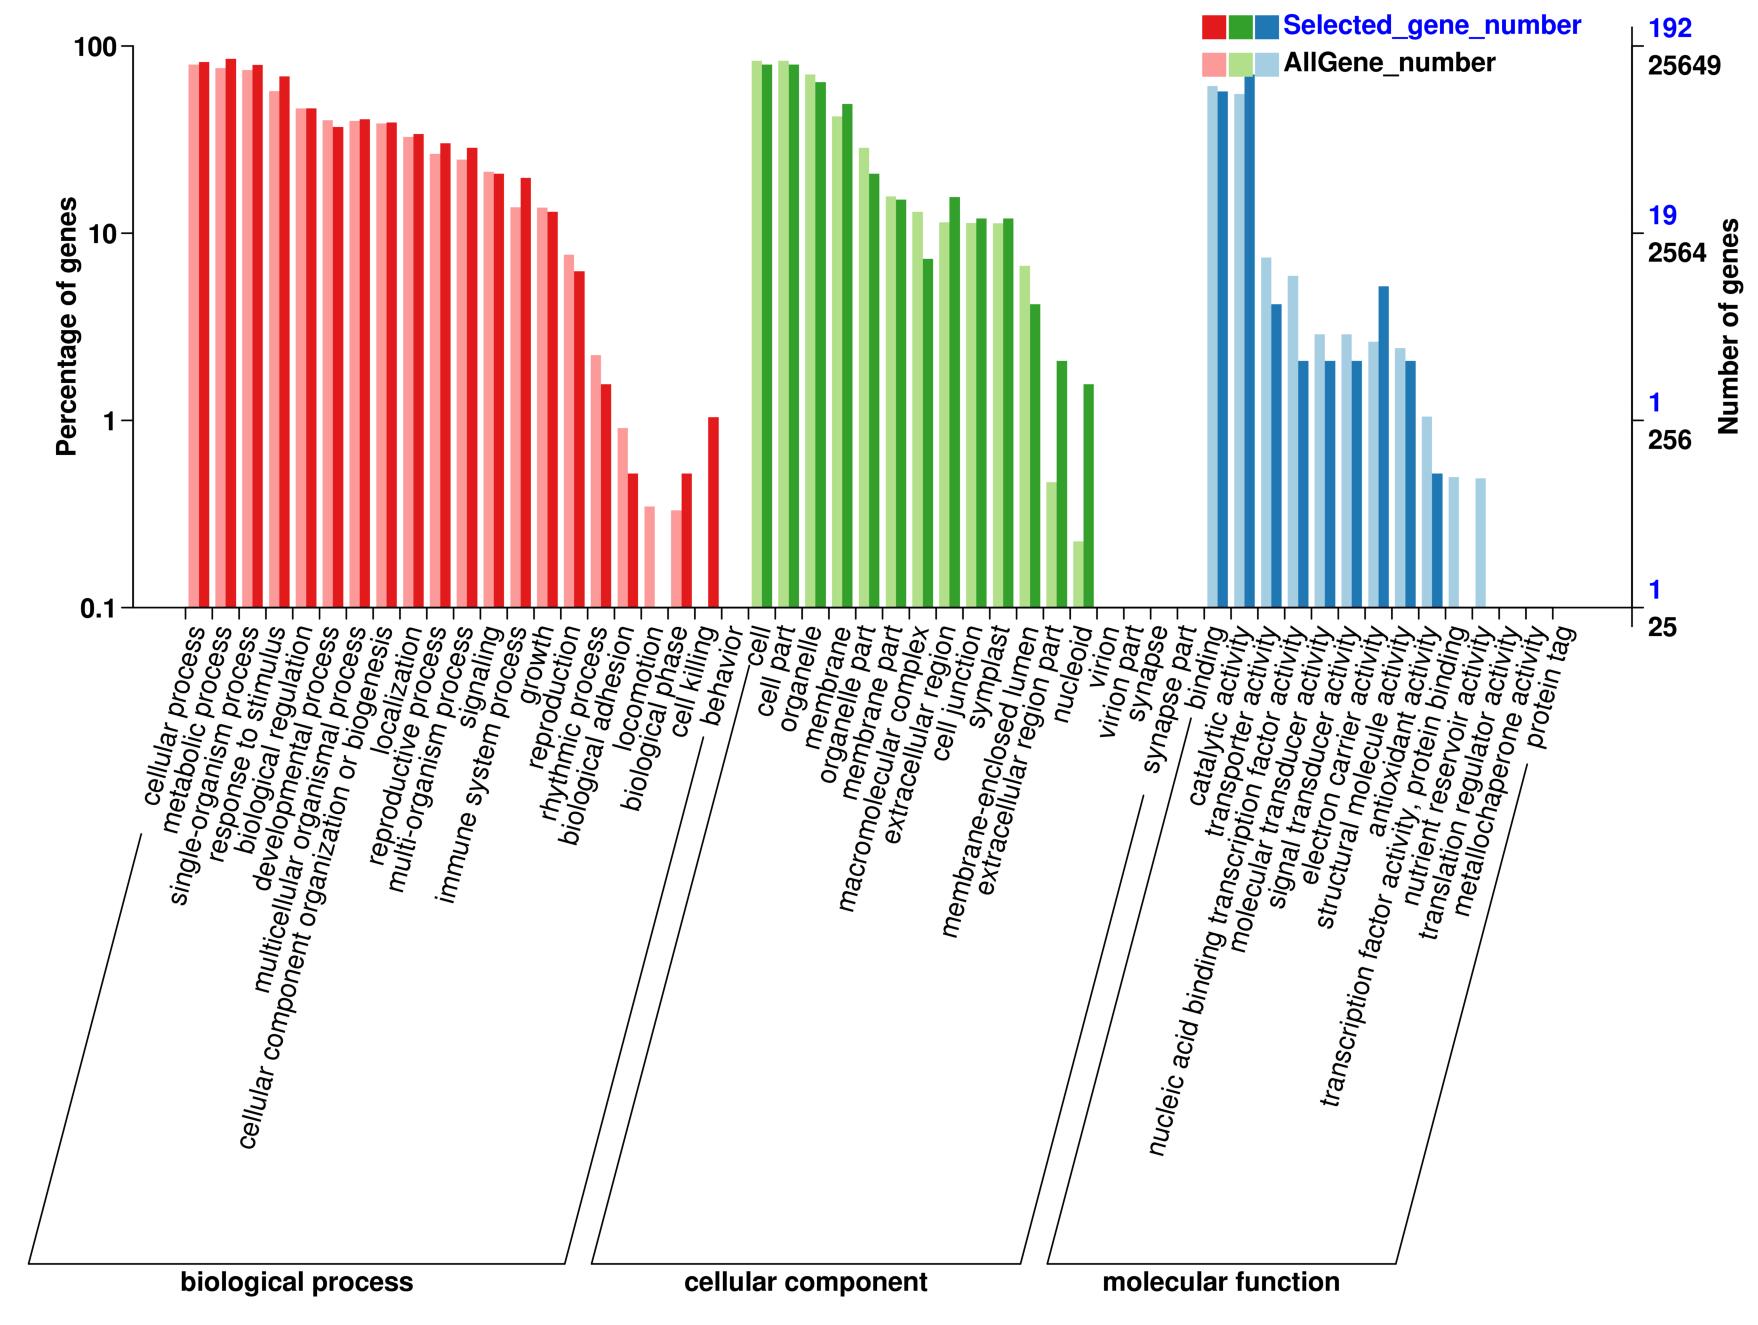

Fig. S4 Gene ontology pathway enrichment of the genes at the ripen-stages of neutral, muscat and strawberry aroma grape skins.

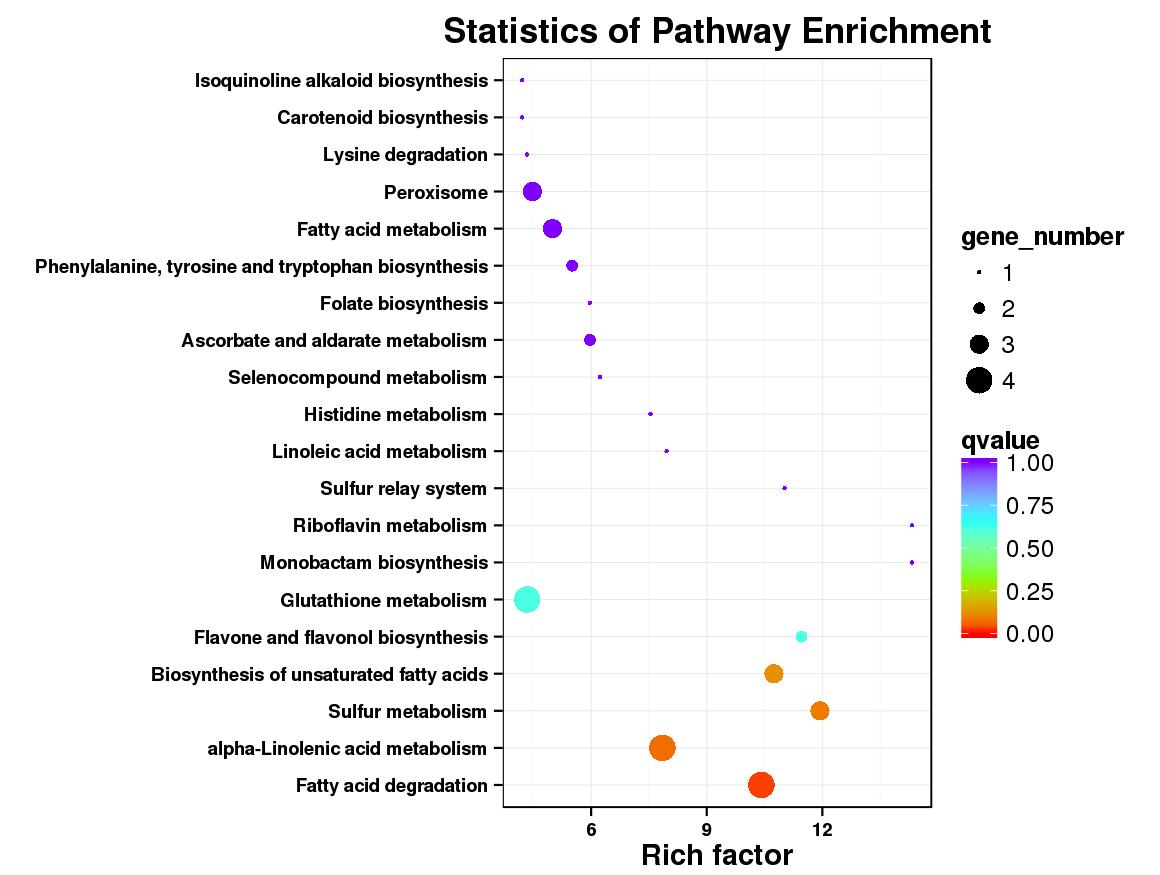

Fig.S5 KEGG pathway enrichment of the genes at the ripen-stages of neutral, muscat and strawberry aroma grape skins (www.kegg.jp/kegg/kegg1.html).

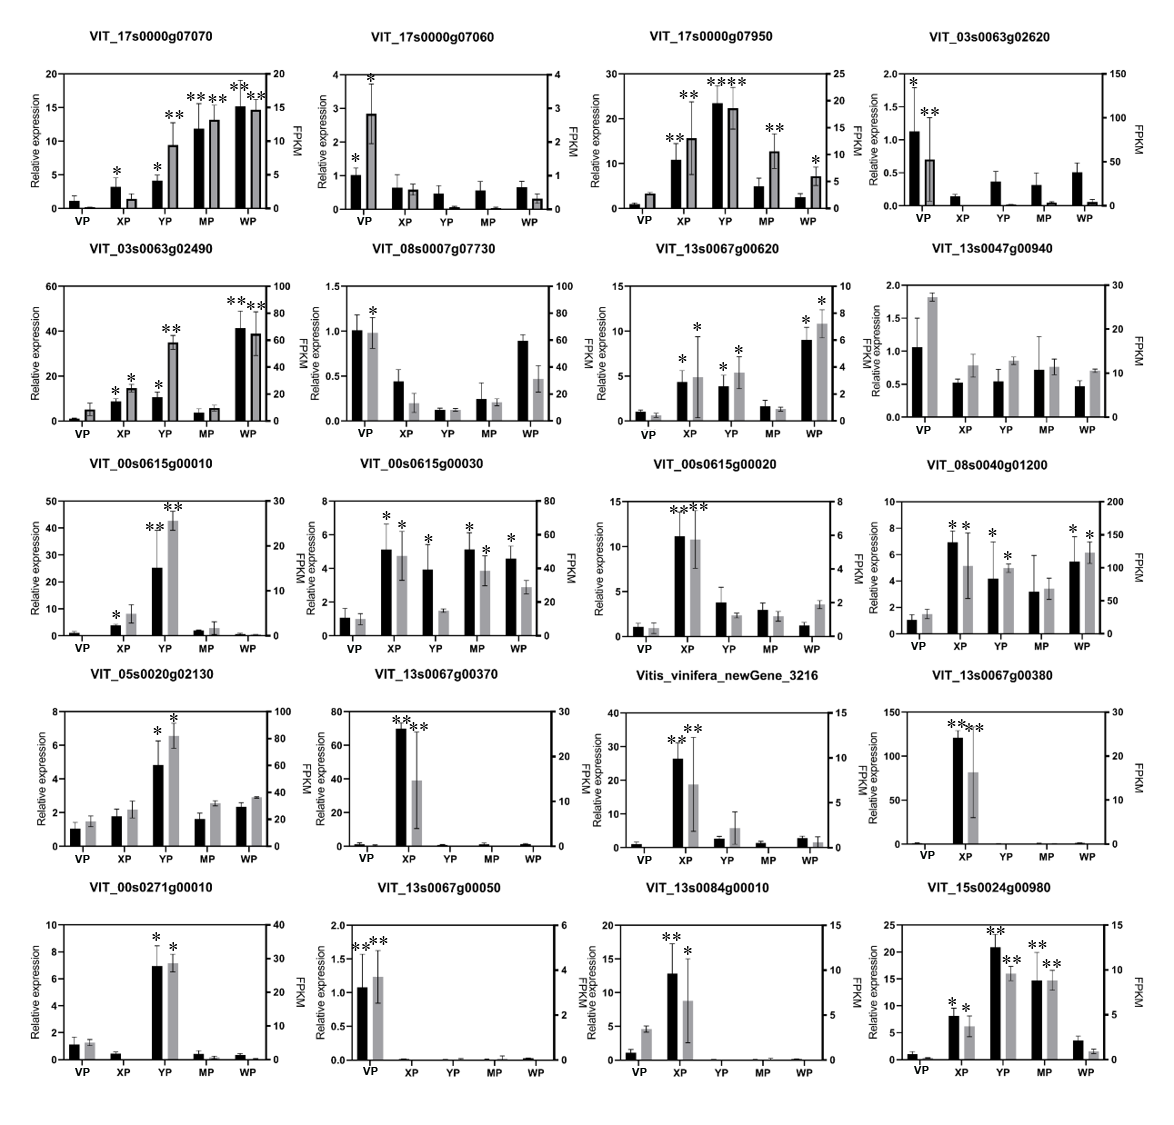

Fig.S6 qRT-PCR validation of genes related to grape aroma compound biosynthesis in different cultivars.

YP stands for ‘Shine Muscat’, MP stands for ‘Midnight Beauty, XP stands for ‘Summer Black’, WP stands for ‘Centennial Seedless’ and CK stands for ‘Victoria’. Black bars represent relative expression. grey bars represent FPKM. Significant differences at P_0.05_ and P_0.01_ levels are marked by* and **, respectively

Table S3 The primers for qRT-PCR

| Gene ID | Forward | Reverse |
| --- | --- | --- |
| VIT_17s0000g07070 | TTTTAGCTCACCCTTCTGTTG | CCACCTTCCATTTGTCGCATA |
| VIT_17s0000g07060 | GCTGATACAACAGTTGGGTG | AAGCCTTGGAATGTGAAATA |
| VIT_17s0000g07950 | CTCCTCGAACTGCAACCAGAG | GAAACTGAGCCCTCCATGTCC |
| VIT_03s0063g02620 | TCTGGCTCATCCTGGACTGC | TTCACTTCCTCCACGGTTTT |
| VIT_03s0063g02490 | CTCGGGCAACAATATCAAGTAC | CACCCTGTCTCAGCAACAACA |
| VIT_08s0007g07730 | CCTCACCAATCCCTTCACAA | AGCCGTAGGTTAGGTAATCAGCAT |
| VIT_13s0067g00620 | GTATGTGCTTTCAAAGACGCTA | AATTGATTGTTGGCTGTAGGG |
| VIT_13s0047g00940 | AGAGGCAGATACTGTTTAGTAGGG | CTGGTTCATAAGGCTTGTCGT |
| VIT_00s0615g00010 | GCAAGAAGAAGGAAGCCATAGAA | GGAAGAAGAGGGTGAACAGCAGA |
| VIT_00s0615g00030 | GATTGTAGGCATAGTGACAGAGG | GTGGTGGTTCCATCATAGTAAGTG |
| VIT_00s0615g00020 | AAAGTTGGTGTTGGGTGTCTG | GTGGTGGTTCCATCATAGTAAGTG |
| VIT_08s0040g01200 | AGAGCGAATGCAATAGCACCT | AATCAAGTATCGCACCAGGGA |
| VIT_05s0020g02130 | CAGAAGCAGAGGTGGACAAGG | ATCCCAACATCAAAGCATCGT |
| VIT_13s0067g00370 | AGATGTTGTTGACAGGTGGGATA | AAGCCATTTCATTAGTGGAGTTGTA |
| Vitis_vinifera_newGene_3216 | TCACAAAGGTCTTGGCACTG | ATCCCATCTGTCAATAGCATCT |
| VIT_13s0067g00380 | GATGTTGTTGACAGGTGGGATA | AAGCCATTTCATTAGTGGAGTT |
| VIT_00s0271g00010 | ATCCCAGATCCAAGGTTGTCAGA | GAGTGAGTTCATCAAGGGTTCCA |
| VIT_13s0067g00050 | AAGAAGACGCCCGTAAACAC | GGAATGGGCTCAATGAGTAG |
| VIT_13s0084g00010 | AGGAGAAAGTACCTTGGAGCAG | GAACCACCTTGCCTCTAACC |
| VIT_15s0024g00980 | AATATCTAAGCCGCCTCCTG | GCTCGGTGACTGACTGGTAA |
| βactin-F | TTCTCGTTGAGGGCTATTCCA | CCACAGACTTCATCGGTGACA |

Table S4 Statistics on the number of DEGs with annotations

| DEG Set | Total | COG | GO | KEGG | NR | Swiss-Prot | eggNOG |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CK_vs_Muscat | 531 | 224 | 459 | 159 | 531 | 388 | 479 |
| CK_vs_strawberr | 1795 | 854 | 1,602 | 596 | 1,794 | 1,383 | 1,685 |

Table S5 FPKM of different genes in different aromatic grapes at ripening stage

| Gene Name | CK_FPKM | XP_FPKM | MP_FPKM | WP_FPKM | YP_FPKM |
| --- | --- | --- | --- | --- | --- |
| VIT_03s0063g00450 | 0.04±0.01 | 3.37±0.44 | 0.23±0.09 | 6.50±1.66 | 2.23±0.37 |
| VIT_01s0011g06260 | 21.10 ±1.15 | 56.56±9.15 | 39.41±9.62 | 37.68±2.78 | 57.38±1.65 |
| VIT_12s0028g03210 | 0.48 ±0.20 | 2.19±0.92 | 2.24±0.77 | 3.48±1.25 | 1.05±0.46 |
| VIT_00s0218g00010 | 0.03 ±0.05 | 3.15±0.63 | 0.58±0.12 | 7.87±3.30 | 0.25±0.07 |
| VIT_00s0615g00010 | 0.02 ±0.04 | 4.89±2.04 | 1.71±0.43 | 0.11±0.18 | 25.60±2.11 |
| VIT_00s0615g00020 | 0.49 ±0.32 | 5.76±1.71 | 1.19±0.29 | 1.89±0.24 | 1.24±0.14 |
| VIT_00s0615g00030 | 9.87 ±3.27 | 47.43±14.51 | 38.56±8.87 | 28.88±3.96 | 14.91±1.03 |
| VIT_16s0022g01150 | 4.02 ±0.86 | 0.21±0.01 | 0.04±0.01 | 0.43±0.15 | 0.45±0.09 |
| VIT_16s0022g01160 | 11.78 ±1.95 | 0.23±0.04 | 0.02±0.01 | 1.13±0.45 | 0.13±0.01 |
| Vv_newGene_3002 | 5.76 ±1.36 | 0 | 0 | 0 | 0 |
| VIT_07s0005g01030 | 0 | 1.65±0.81 | 0 | 0 | 2.16±0.24 |
| VIT_16s0050g02220 | 13.25 ±8.10 | 0.02±0.01 | 1.06±0.19 | 0.91±0.52 | 0.53±0.06 |
| VIT_06s0004g02060 | 11.31 ±2.86 | 0.32±0.16 | 1.69±0.80 | 0.46±0.32 | 1.02±0.13 |
| VIT_04s0079g00690 | 0.02 ±0.01 | 852.20±692.17 | 504.90±196.56 | 0.16±0.28 | 0 |
| VIT_19s0015g02880 | 3126.54 ±434.76 | 733.00±151.19 | 179.06±10.77 | 996.54±161.33 | 167.72±19.36 |
| VIT_19s0093g00190 | 222.95 ±84.07 | 2203.95±528.96 | 454.77±75.96 | 653.01±139.63 | 483.77±37.00 |
| VIT_12s0035g00010 | 26.00 ±11.63 | 1.62±0.78 | 7.96±3.91 | 5.76±1.27 | 2.58±1.23 |

How the deposited data were processed for this re-analysis (not part of the article)

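Skin RNA of 5 table grape cultivars, with 3 libraries each, was measured by RNA sequencing. Shine Muscat, Midnight Beauty and Centennial Seedless stand for the muscat aroma, Summer Black for the strawberry aroma, and Victoria for the neutral type. The authors removed low-quality reads, mapped the clean reads to the reference genome and estimated the expression of annotated and newly assembled genes. The deposited table gives FPKM for 31924 genes in the 15 libraries, without read counts. Sums of 718652 to 786207 FPKM per library and low values that are not whole multiples of a smallest value were checked before the values were read as FPKM. Of the ratios between low values of a gene, 13.8% lay within 0.05 of a whole number, where chance gives 10%. The depth behind a single value is therefore unknown, and no confidence interval from counts was computed.

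FPKM were used as deposited, with a pseudocount of 1 on the log2 scale. Genes with an FPKM of at least 1 in at least 3 of the 15 libraries were tested, which left 18238. Groups were compared with limma 3.58.1 (lmFit, and eBayes with a trend of the variance on mean expression) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. A DEG had a log2 fold change of at least 2 in either direction and an adjusted p of at most 0.01, as in the results section of the paper. The methods section gives other thresholds, a log2 fold change of at least 1 and an adjusted p under 0.005, which were tried as an alternative. The comparisons were Summer Black, the 9 muscat libraries, all 12 aromatic libraries and each muscat cultivar, each against Victoria. A fit of all 5 cultivars gave each cultivar's difference from Victoria with a variance from all 15 libraries. Its pooled muscat comparison takes the mean of the 3 muscat cultivars and does not count differences between them as error.

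Pearson's r and the principal components were computed from FPKM of all genes, the latter after centring and without scaling, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. The comparison of muscat cultivars with other sets of 3 cultivars used an exact permutation test. Differences between muscat cultivars in the candidate genes came from the fit of all 5 cultivars, adjusted over the 60 tests made. Both kinds of analysis were tested on simulated data. With 200 of 18238 genes changed, 150 of them past the threshold, 130 of the 150 (86.7%) were called with 3 libraries against 3 and 145 (96.7%) with 9 against 3, and none of the 18038 unchanged genes was called. The changed genes were well expressed in Victoria, with noise independent between genes and no differences between the cultivars of a group. These shares need not hold for the deposited libraries. A component planted at 70% of the variance was found at 70.0%.

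The comparisons between groups, their thresholds, the alternatives and the rule for naming genes were set before the data were examined. Genes were named when the paper gives them with an identifier found in the table, when they had 1 of the 3 largest changes in either direction among the DEGs of the strawberry or muscat comparison whose groups did not overlap, or when they were among the 5 genes of largest variance. Of the genes named by this rule, the text gives those that bear on a statement of the paper. The alternatives were a pseudocount of 0.1, no filter, a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, other thresholds, fold changes from group mean FPKM, a variance without trend, the fit of all 5 cultivars, replicate number as a block, cultivar as a random block (statmod 1.5.0), each library left out in turn, and, for correlations and principal components, log scales, unit variance, filtered genes and the 5 genes of largest variance left out. One further alternative, a threshold on the fold change without one on p, was chosen after seeing the data.

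Libraries 1, 2 and 3 of a cultivar were treated as replicates of one stage, as the labels and the results section give them, although the methods section gives them as skins of 3 growth stages. The volatile compounds, the quantitative PCR and the enrichment of pathways were left out, since the table holds no data for the former and no annotation of pathways for the latter. The reference list of gene symbols covers 29591 genes and holds 0 of the tested identifiers, so names of genes are those of the paper, and genes that the paper gives by another kind of number could not be matched.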

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

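The tests on scaling and on single libraries in this part were planned before their results were seen, and the tests on RNA of another cultivar, exchanged libraries and shared reads were chosen only after the result was seen.

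Among 34 named genes, the 9 muscat libraries were searched for a library far from the others, and 5 genes had one, where chance gives 1.7. For 3 of the 5, all TPS genes, the median was 0, so a single small value stands out. The chance count is no guide for these 3 genes. MYB VIT_03s0063g02620 had 7.63 FPKM in Centennial Seedless replicate 1 against a median of 2.51. TPS VIT_13s0067g00380 had 0.11 FPKM in Midnight Beauty replicate 2 and was listed at 0 in the other 8. In Midnight Beauty replicate 3, TPS VIT_13s0067g00050 had 0.201 FPKM and TPS VIT_13s0084g00010 had 0.204 FPKM, each with a median of 0, and VIT_12s0035g00010, a gene without a name in the files, had 12.4 FPKM against a median of 5.29. The values of the TPS genes are near the lower end of the table, where the depth is unknown. Midnight Beauty replicate 3 holds 3 of the 5. RNA of Shine Muscat (4 genes) or Summer Black (8 genes) in that library is argued against by genes near 0 in the other libraries of its cultivar and abundant in one of these, whose median share there was 0. For Centennial Seedless and Victoria there was only 1 such gene each, at 0 and at 14.4% of its level there, so RNA of these 2 cultivars in that library stays open. Pooled over the other cultivars, the highest median share in any of the 15 libraries was 0.962%, in Summer Black replicate 2, with only 8 such genes and 4 of them over 1%. Each library had its highest log2 correlation within its own cultivar (15 of 15), which argues against an exchange of libraries. A biological difference between berries of a cultivar stays open and was not tested.

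For the 20 candidate genes, the difference from Victoria was compared between the 3 muscat cultivars in the fit of all 5 cultivars. In 9 of the 60 tests, on 5 genes, the muscat cultivars differed past the thresholds for a DEG. BGLU VIT_03s0063g02490 was higher in Shine Muscat than in Midnight Beauty (log2 difference 2.505) and lower in Midnight Beauty than in Centennial Seedless (-2.63). ADH VIT_00s0615g00010 was higher in Shine Muscat than in Midnight Beauty (3.426) and Centennial Seedless (4.59), and TPS VIT_00s0271g00010 likewise (4.198 and 4.64). GATA VIT_15s0024g00980 was higher in Shine Muscat (2.467) and in Midnight Beauty (2.357) than in Centennial Seedless. CCR VIT_13s0067g00620 was lower in Midnight Beauty than in Centennial Seedless (-2.127). The adjusted p of these limma tests lay between 1.95e-10 and 0.000287 over the 60 tests. After median-of-ratios scaling 9 of the 9 differences stayed past the thresholds, and 9 of 9 did so with every library left out in turn, which argues against scaling and against a single library as the source. Cultivar remains as an explanation. According to the paper, all cultivars came from a single vineyard. Cultivar cannot be separated here from the harvest or the preparation of the 3 libraries of a cultivar, for which the labels give no batch.

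Reads shared between near-identical copies could move the values of the 3 neighbouring ADH genes and of the neighbouring TPS genes. The ratio of VIT_00s0615g00030 to VIT_00s0615g00020 was 33.0 ± 7.5 (SD, n = 3) in Midnight Beauty and 8.8 ± 4.0 in Summer Black, the highest and lowest cultivar means, 3.8 times apart, which argues against a fixed division of the same reads between these genes. The ratio of TPS VIT_13s0067g00380 to VIT_13s0067g00370 was 1.16 ± 0.13 (SD, n = 3) in Summer Black. Shared reads and joint regulation of these TPS genes cannot be told apart, since only Summer Black has both well above 0 and the table holds no reads.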

How the results depend on the processing

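No named gene changed direction in the values compared on the log2 scale. Of 585 values for 78 results on single genes, 512 kept their direction and side of the thresholds, 47 no longer passed them, 26 newly passed them and 0 changed direction. Fold changes from group mean FPKM can run the other way. TPS VIT_00s0271g00010 had a log2 fold change of -0.65 in muscat grapes. Its mean was 28.7 FPKM in Shine Muscat, 0.645 in Midnight Beauty and 0.192 in Centennial Seedless, against 5.07 in Victoria. The mean FPKM of the muscat group thus lies above that of Victoria. Of the values for counts, correlations and components, 188 stayed within the limits set for them and 94 moved beyond. Unless a value shows it, the cause was not tested.

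With a pseudocount of 0.1, the DEGs numbered 463 in strawberry, 132 in muscat, 66 in all aromatic libraries, 904 in Shine Muscat, 250 in Midnight Beauty and 353 in Centennial Seedless, with 41 common to the strawberry and muscat comparisons and 11 candidate genes. Without a filter the test covered 26298 genes and called 97 in strawberry, 73 in Midnight Beauty, 103 in Centennial Seedless and 11 in common, and with a filter at 5 FPKM 19 in all aromatic libraries. The candidate genes called fell from 7 to 4 without a filter, and to 4 with the filter at 5 FPKM as well. A fold change threshold of 2, in place of 4, gave 405 in strawberry, 158 in muscat, 101 in all aromatic libraries, 1338 in Shine Muscat, 227 in Midnight Beauty, 356 in Centennial Seedless and 38 in common, as a lower threshold must give more. The thresholds of the methods section gave 125 in muscat, 80 in all aromatic libraries and 986 in Shine Muscat. Fold changes from group mean FPKM gave 367 in strawberry, 116 in muscat, 79 in all aromatic libraries, 880 in Shine Muscat, 205 in Midnight Beauty, 324 in Centennial Seedless and 34 in common.

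The fit of all 5 cultivars gave 446 in strawberry, 127 in muscat, 122 in all aromatic libraries, 193 in Midnight Beauty, 58 in common and 13 candidate genes. Cultivar as a random block gave 24 in muscat and 15 in all aromatic libraries. A threshold on the fold change alone, chosen after seeing the data, gave 1576 in strawberry and 758 in muscat. Median-of-ratios scaling, quantile normalization and a variance without trend moved no count by over 1.5 times. Median-of-ratios scaling shifted the median log2 fold change of Shine Muscat by -0.11 and took the share of its DEGs that were higher from 55.0% to 46.0%, so that the direction of the majority depends on the scaling. In strawberry, 107 higher and 119 lower became 124 and 109 with quantile normalization and 110 and 107 with the thresholds of the methods section. Without a filter they became 58 and 39, and with a block for replicate number 8 and 1. In muscat, 21 higher and 26 lower became 71 and 61 with a pseudocount of 0.1, and 546 and 212 with the fold change alone. Most other settings kept more genes lower in both comparisons.

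Among the comparisons with Victoria, only in that of Midnight Beauty did the deviations from the cultivar means correlate positively in all 3 same-numbered pairs. The values were 0.014, 0.527 and 0.562, the first of them near 0, and the numbers were not taken to pair the libraries. The deviations of same-numbered libraries correlated at -0.345 to 0.598 over genes (30 pairs, mean 0.084), and 126 of 1296 arrangements of the numbers gave a mean as high (exact permutation test, p = 0.097). Some pairs, among them all 3 of Midnight Beauty with Centennial Seedless (0.222 to 0.598), deviated together, so a factor that some same-numbered libraries share stays open. A block for replicate number gave 9 in strawberry, 1 in Midnight Beauty, 0 in Centennial Seedless, 0 in common and 3 candidate genes. Genes over 4-fold apart with an unadjusted p under 0.05 in this fit numbered 553, 258, 266 and 66 in these comparisons and the overlap.

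Leaving out 1 library in turn gave 29 to 151 in strawberry (29 without Victoria replicate 2), 33 to 55 in muscat, 20 to 37 in all aromatic libraries (20 without Victoria replicate 3, 21 without Victoria replicate 2), 262 to 484 in Shine Muscat (262 without Shine Muscat replicate 1), 20 to 81 in Midnight Beauty (20 without Victoria replicate 2), 55 to 122 in Centennial Seedless (55 without Victoria replicate 2), 1 to 23 in common (1 without Victoria replicate 2) and 3 to 8 candidate genes (3 without Victoria replicate 2). Each of these fits has fewer libraries in a group. The direction of the majority of DEGs depended on the library left out in strawberry (94 higher and 51 lower without Summer Black replicate 1, 57 and 94 without Victoria replicate 1), Shine Muscat (204 and 280 without Victoria replicate 1), Midnight Beauty (22 and 10 without Midnight Beauty replicate 1) and Centennial Seedless (46 and 35 without Centennial Seedless replicate 3). In muscat the DEGs higher than in Victoria fell from 21 to 10 without Victoria replicate 1, to 11 without Victoria replicate 2 and to 14 without Victoria replicate 3.

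Mean r between muscat cultivars was 0.958 and between aroma types 0.952 on the log2(FPKM + 1) scale, and 0.95 and 0.944 with a pseudocount of 0.1. The shares of PC1 and PC2 were 24.3% and 21.4% on the log2 scale and 18.2% and 16.5% at unit variance. Without the 5 genes of largest variance, PC2 held 24.4% and PC3 11.1%. With 1 library left out, PC1 held 33.9% to 40.5%, PC2 26.9% to 34.5% and PC3 11.8% to 15.9%. The depth of single genes is unknown, which limits what can be said of genes listed at or near 0.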

Differences from the paper's values

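The paper reports 1814 DEGs between neutral and strawberry grapes, 656 up-regulated and 1158 down-regulated, against 226 here, 107 higher and 119 lower in strawberry grapes. Between neutral and muscat grapes the paper reports 537, 358 up-regulated and 179 down-regulated, against 47 here, 21 higher and 26 lower in muscat grapes. The paper's number of DEGs common to both comparisons is 224, against 19 here. The paper's up-regulated genes were read as higher in aromatic grapes. Its methods name the DESeq package for the DEGs, while the counts here come from limma on log2(FPKM + 1). The tests thus differ, and without read counts that of the paper was not repeated. None of the alternatives set before the data were examined closed any of these gaps. A threshold on the fold change of group mean FPKM alone, chosen after seeing the values, gave 1576 in strawberry grapes (522 higher, 1054 lower) and 758 in muscat grapes (546 higher, 212 lower), within 1.5 times of the paper's values except for the genes higher in muscat grapes.

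The paper counts the 20 candidate genes among its DEGs, and 7 of them were DEGs of the strawberry or muscat comparison here. UGT VIT_17s0000g07060 was called in muscat grapes with a pseudocount of 0.1, with the thresholds of the methods section, with a fold change threshold of 2 and with fold changes from group mean FPKM. CCR VIT_13s0047g00940 and SDR VIT_08s0040g01200 were called in muscat grapes with the thresholds of the methods section and with a fold change threshold of 2. TPS VIT_13s0067g00370 and Vitis_vinifera_newGene_3216 were called in strawberry grapes with a pseudocount of 0.1, in the fit of all 5 cultivars and without Summer Black replicate 3. GATA VIT_15s0024g00980 was called in strawberry grapes with a pseudocount of 0.1, quantile normalization, both lower fold change thresholds and fold changes from group mean FPKM, and in muscat grapes in the fit of all 5 cultivars. That fit also called CYP VIT_08s0007g07730 in both comparisons and ADH VIT_00s0615g00030 and MYB VIT_03s0063g02620 in strawberry grapes; the latter was called in muscat grapes without Victoria replicate 1. The fold change alone, chosen after seeing the values, called 17 of the 20, among them MYB VIT_17s0000g07950, BGLU VIT_03s0063g02490 and CCR VIT_13s0067g00620, which no other setting called in either comparison. DXS VIT_05s0020g02130 was called in no setting of these comparisons, and in Shine Muscat against Victoria in the fit of all 5 cultivars.

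The paper states in one place that of 3 transcription factors MYB VIT_03s0063g02620 alone was high in aromatic grapes and in another that it was high in neutral grapes. Its log2 fold change against Victoria was -4.32 in strawberry and -2.52 in muscat grapes. The paper places TPS VIT_00s0271g00010 in muscat grapes and also counts it among those high in strawberry grapes. It was at 28.7 FPKM in Shine Muscat and 5.07 in Victoria, at 0.645 and 0.192 in the other muscat cultivars, and listed at 0 in Summer Black. The paper gives TPS VIT_13s0084g00010 as high in strawberry grapes, where it was at 6.60 FPKM against 3.45 in Victoria. DXS, stated to be high in muscat grapes, was at 82.1 FPKM in Shine Muscat and at 36.3 and 32.0 in the other muscat cultivars. ADH VIT_00s0615g00010, stated to be high in aromatic grapes, was at most at 0.32 FPKM in Centennial Seedless. BGLU, stated to be high in aromatic grapes, was at 9.59 FPKM in Midnight Beauty and 8.60 in Victoria.

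The correlations printed in Fig. 7A, read by eye as about 0.86 between Victoria replicates 1 and 3 and about 0.31 between Summer Black replicate 1 and Midnight Beauty replicate 1, equal r squared here (0.86 and 0.312), where r is 0.927 and 0.558. In Table S5, 0 of 85 means of 17 genes differed from those here, and of 77 errors 60 equalled the SD and 17 were smaller than the SD by over 1.5 times.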

Other observations

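In this part the tests on scaling, on abundant genes, on skin colour and on the mapped reads behind the deviations of single libraries were planned before their results were seen, and the others were chosen only after the result was seen.

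The libraries were divided in other ways into groups of the same sizes, and DEGs were counted. For strawberry against neutral, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs (226), and so did 1 of 10 for each of Shine Muscat, Midnight Beauty and Centennial Seedless. No other split of these 4 comparisons gave more than 1 DEG. With 10 splits the share cannot fall under 0.1, so a result of this size from unrelated groups cannot be excluded by this count alone. For muscat against neutral, 1 of 100 splits drawn from 220 reached 47 DEGs, and the highest other count was 1. For all aromatic libraries, 3 of 100 splits drawn from 455 reached 33, and the others of the 3 set the Centennial Seedless libraries (46 DEGs) or the Summer Black libraries (241 DEGs) against the rest. A cultivar other than Victoria set against all others thus gave as many DEGs, with 163 for Shine Muscat and 33 for Midnight Beauty. In the muscat comparison, Shine Muscat, Midnight Beauty and Centennial Seedless as the group of 3 gave 216, 60 and 68.

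Aroma type was also looked for in the genes whose libraries in 3 cultivars did not overlap those of the other 2. The muscat cultivars were set apart by 267 genes. Among the 10 sets of 3 cultivars this tied with another set, behind the sets with 655 and 275 genes. With 1 set of cultivars of the muscat type, aroma and the relation of the cultivars cannot be told apart. The most genes, 655, set Shine Muscat and Summer Black apart from the other 3 cultivars. After median-of-ratios scaling it was 625 and still the highest number, which argues against the scaling. Of the 655, 40.3% were lower in these 2 cultivars (264, with 391 higher), but reads of these cultivars that do not map to the reference genome would lower some genes and raise others, since FPKM are divided by the mapped reads. With FPKM multiplied by the share of reads mapped, a value that lost reads can only lower, 102 genes were higher in them, where another set of cultivars had 146 in one direction. Without the 2 libraries of lowest share, Shine Muscat replicate 1 (44.65%) and Summer Black replicate 3 (72.52%), it was 353 against at most 197 in any other set. On this scale 386 genes were lower in these cultivars with all libraries and 436 without those 2 libraries. The direction of the majority thus depends on the scaling. In the other 4 libraries (85.92% to 88.64%) lost reads can raise a gene up to 1.064-fold, and the median fold of the 391 genes was 1.56, which argues against poorer mapping of these 2 cultivars as the whole cause of the higher genes. For the lower genes it stays open. No biological explanation was tested.

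Skin colour could separate Summer Black from Victoria as aroma does. Of the 107 DEGs higher in Summer Black, 20.6% were also DEGs higher in the dark red Midnight Beauty, against 23.4% in the lime green Shine Muscat and 16.8% in the lime green Centennial Seedless. These cultivars have 61, 229 and 78 DEGs higher than in Victoria, so the shares also follow the lengths of the lists, and 36.1%, 10.9% and 23.1% of each list were among the 107. Among the 3 largest increases, VIT_04s0079g00690 and VIT_05s0136g00260 were high in both dark red cultivars and low in the lime green ones. They were at 505 and 298 FPKM in Midnight Beauty, and at most at 0.477 and 13.0 in any lime green library. VIT_05s0077g02020 was high in the lime green Shine Muscat, at 259 FPKM, and low in Midnight Beauty, at 0.774. Colour cannot be told apart from cultivar here.

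The deviations of the libraries from their cultivar means lay in part on one axis. Their first component held 34.7% of the variance, against at most 11.1% in 20 simulations in which genes varied independently, and the deviations of libraries of different cultivars correlated over genes at -0.641 to 0.598. Libraries that vary independently along one axis would also correlate with both signs, so these values do not show that libraries of different cultivars share a cause. If libraries 1, 2 and 3 were successive stages, the change from library 1 to library 3 would run the same way in all cultivars. Its correlation between cultivars was -0.327 to 0.401 (10 pairs), which argues against stages in one order as the whole cause. The score did not follow the share of reads mapped (Pearson's r 0.02, p = 0.81, Spearman's rho 0.29, p = 0.25, 7776 permutations within cultivars; r 0.01 without Shine Muscat replicates 1 and 3). After median-of-ratios scaling and without the 114 genes above 1000 FPKM the scores correlated at 1.0 with the original ones, which argues against a few abundant genes. Genes of other cultivars had a median share of at most 0.962% in a library, pooled over these cultivars, which RNA of 1 cultivar need not raise. By cultivar of origin, the median reached 0.176% for Shine Muscat genes, and 1.412% for Midnight Beauty genes in Summer Black replicate 2 (4 genes). In libraries with such genes, this argues against RNA of these cultivars as the whole cause. It rests on at most 2 genes per library for Centennial Seedless and 3 for Victoria, and the 1 Victoria gene in Midnight Beauty replicate 3 was at 14.4%. Summer Black replicates 1 and 3 had no such gene of Midnight Beauty or Victoria, and Midnight Beauty replicate 1 none of Victoria. RNA of these cultivars in those libraries stays open. Exchanged libraries are argued against as well (15 of 15 nearest their own cultivar). The state of the berries at sampling stays open and was not tested.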
